# Cell type specificity of glucocorticoid signaling in the adult mouse hippocampus

**DOI:** 10.1111/jne.13072

**Published:** 2021-12-22

**Authors:** Eva M. G. Viho, Jacobus C. Buurstede, Jari B. Berkhout, Ahmed Mahfouz, Onno C. Meijer

**Keywords:** corticosteroid receptors, hippocampus, single‐cell RNA sequencing, stress hormones, transcription regulation

## Abstract

Glucocorticoid stress hormones are powerful modulators of brain function and can affect mood and cognitive processes. The hippocampus is a prominent glucocorticoid target and expresses both the glucocorticoid receptor (GR: *Nr3c1*) and the mineralocorticoid receptor (MR: *Nr3c2*). These nuclear steroid receptors act as ligand‐dependent transcription factors. Transcriptional effects of glucocorticoids have often been deduced from bulk mRNA measurements or spatially informed individual gene expression. However, only sparse data exists allowing insights on glucocorticoid‐driven gene transcription at the cell type level. Here, we used publicly available single‐cell RNA sequencing data to assess the cell‐type specificity of GR and MR signaling in the adult mouse hippocampus. The data confirmed that *Nr3c1* and *Nr3c2* expression differs across neuronal and non‐neuronal cell populations. We analyzed co‐expression with sex hormones receptors, transcriptional coregulators, and receptors for neurotransmitters and neuropeptides. Our results provide insights in the cellular basis of previous bulk mRNA results and allow the formulation of more defined hypotheses on the effects of glucocorticoids on hippocampal function.

## 1 INTRODUCTION

In the brain, stress responses and memory formation are essential to cope with changes in the environment.^1^ The hippocampus is crucial in these processes, and highly sensitive to fluctuating levels of glucocorticoid (GC) stress hormones.^2^, ^3^ GC levels naturally vary along the day following circadian and ultradian rhythms,^4^ and basal levels of endogenous GCs in the hippocampus are necessary for neuronal integrity, growth, differentiation and synaptic plasticity.^5^ Although acute stress induces only a temporary deviation from this balance, chronic stress or excessive GC exposure can threat the hippocampal homeostasis. All of these effects are mediated by the two types of corticosteroid receptors that are expressed in the brain: the glucocorticoid receptor (GR) and the mineralocorticoid receptor (MR). GR and MR are nuclear steroid receptors that can act as ligand‐dependent transcription factors (TFs). MR has a high GC affinity (*K*_d_ ~ 0.5 nm) and accordingly is activated substantially at basal hormone levels. GR has a lower affinity (*K*_d_ ~ 5 nm) and is therefore responsive to circadian GC peaks and fluctuations in the stress range.^6^ Binding studies, immunohistochemistry and *in situ* hybridization showed that expression of the *Nr3c2* gene (coding for MR) is mainly restricted to the limbic brain, specifically the hippocampus, whereas the *Nr3c1* gene (coding for GR) is widely expressed throughout the brain.^7^

To date, all genome‐wide studies on GR‐ and MR‐mediated transcription in the hippocampus have been conducted with bulk tissue mRNA measurements. However, the hippocampus is a complex brain structure with a wide diversity of neuronal as well as non‐neuronal cells, and with a particular spatial organization. Single‐cell RNA sequencing (scRNA‐seq) has allowed for a large‐scale comprehensive molecular classification of cell types in the brain.^8^, ^9^, ^10^ The Allen Institute for Brain Science recently sequenced approximately 1.2 million cells covering all regions of the adult mouse isocortex and hippocampal formation, identifying almost 380 subtypes of cells. The hippocampal data includes information on glutamatergic neurons from the dentate gyrus (DG) and cornu ammonis regions, GABAergic neurons, astrocytes, oligodendrocytes, microglia and endothelial cells.^11^ Our previous *in situ* hybridization‐based analysis on whole brain revealed spatially specific co‐expression patterns of *Nr3c1* and *Nr3c2* with genes that are responsive to GCs or involved in nuclear receptor transcriptional regulation. This suggested mechanisms for regional and cellular functional specificity of GC signaling.^12^ The advances in scRNA‐seq carry with them new computational methods to address such co‐expression at the cell type level, and allow the reconstruction of TF downstream pathways.^13^, ^14^, ^15^

In the present study, we used existing scRNA‐seq data^11^ to molecularly characterize the cellular heterogeneity of GR and MR signaling in the adult mouse hippocampus. We assessed cell type expression specificity of GR and MR downstream target genes to identify putative markers for GC responsiveness in particular cell types. Furthermore, we looked into GR and MR co‐expression with sex hormone receptors, transcriptional coregulators, and receptors for neurotransmitters and neuropeptides to define for each cell type the potential pathways that may interact with hippocampal GC signaling.

## 2 MATERIALS AND METHODS

### 2.1 scRNA‐seq data resources

The present study is based on the 10x scRNA‐seq dataset published by the Allen Institute for Brain Science^11^ (https://portal.brain‐map.org/atlases‐and‐data/RNA‐seq/mouse‐whole‐cortex‐and‐hippocampus‐10x). Briefly, the single cells were isolated from 16 different regions of the isocortex and the hippocampal formation from 54 male and female mice. The Allen Mouse Brain Common Coordinate Framework version 3 (CCFv3) ontology was used to define brain regions for profiling and boundaries for dissections. scRNA‐seq data from the regions of interest were generated using 10x Genomics Chromium. For downstream processing, cells with <1500 detected genes as well as doublets were filtered out. The data was then clustered, and cluster names were assigned based on the Allen Institute proposal for cell type nomenclature (https://portal.brain‐map.org/explore/classes/nomenclature). The topology of the taxonomy allowed to define the sex of the mouse from which the cells were isolated, the regions of interest, cell classes (glutamatergic, GABAergic or non‐neuronal) and subclasses.^11^, ^16^ This information was stored in the metadata table.

### 2.2 scRNA‐seq data metrics and pre‐processing

The metadata was used to subset cells of the hippocampus region from the gene expression matrix. We selected for 13 subclasses of hippocampal cells. The final gene count matrix consisted of 77,001 cells for 26,139 genes (Figure 1) and was pre‐processed in R, version 3.6.1 (R Foundation for Statistical Computing) according to the Seurat, version 3.1.5 (https://satijalab.org/seurat) pipeline for quality control, normalization and analysis of scRNA‐seq data using the following criteria: *min*.*cells* = *1*, *min*.*features* = *100*, *normalized*.*method* = *LogNormalize*, *scale*.*factor* = *10000*,* selection*.*method* = *“vst”*,* nfeatures* =*2000*. The gene counts were normalized and log‐transformed across all cells, which allowed for statistical comparison between cells and cell types, as described previously.^17^ We performed principal component analysis and we selected the top 50 PCs as input for the *t*‐distributed stochastic neighbor embedding (t‐SNE) dimensional reduction. Finally, the transcriptomic data was analyzed and displayed using Seurat visualization tools (Figure 1).

**FIGURE 1:**
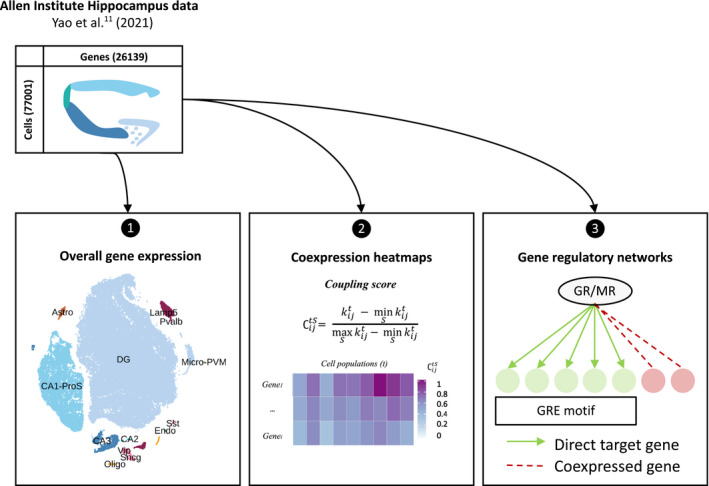
Schematic overview of the research strategy. Abbreviations: Astro, astrocytes; Oligo, oligodendrocytes; Endo, endothelial cells; micro‐PVM, microglia/perivascular macrophages; Lamp5, lysosomal associated membrane protein family member 5; Vip, vasoactive intestinal peptide; Pvalb, parvalbumin; Sncg, synuclein gamma; Sst, somatostatin; DG, dentate gyrus; CA1‐ProS, cornus ammonis 1‐prosubiculum; CA2, cornus ammonis 2; CA3, cornus ammonis 3; ${∁}_{\mathrm{ij}}^{\mathrm{tS}}$, coupling score, GR, glucocorticoid receptor; MR, mineralocorticoid receptor; GRE, glucocorticoid response element

### 2.3 Bulk RNA sequencing of mouse ventral hippocampus

The animal study was approved by the ethics committee of local Animal Committee of the University of Amsterdam. Eight‐week‐old C57BL/6 J male mice were group‐housed by four in conventional cages under a 12:12 hour light/dark photocycle and had access to food and water available ad libitum. Mice received an injection of either 3 mg.kg^–1^ corticosterone (*n* = 4) or vehicle (*n* = 4) between 9:00 and 10:00 a.m. Mice were killed by decapitation 3 h after injection. The ventral hippocampus was collected for mRNA sequencing (RNA‐seq). Total RNA was isolated with the NucleoSpin^®^ RNA kit (Macherey‐Nagel) and RNA quality was assessed using the RNA 6000 Nano kit on Bioanalyzer (Agilent). All samples had an RNA Integrity Number over 6.5 with a 28/18s ratio over 1, and therefore were considered suitable for sequencing. Aliquots of total RNA samples were sent for transcriptome sequencing at BGI Genomics. Stranded mRNA libraries were constructed and 100‐bp paired end sequencing was performed on the DNBseq platform, resulting in over 20 million reads per sample. RNA‐seq data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE184924. The Gentrap pipeline, published as part of Bio Pipeline Execution Toolkit (Biopet, https://biopet‐docs.readthedocs.io), was used for reads quality control, alignment and quantification. Quality control was performed using FastQC and MultiQC. Reads were aligned 10 mm using GSnap aligner, version 2017‐09‐11. The gene‐read quantification was performed using HTSeq‐count, version 0.6.0. HTSeq‐count output files were merged into a count matrix as input for differential gene expression analysis. DEseq2, version 1.29.4,^18^ was used for normalization of the data (median of ratio’s method) and identification of differentially expressed genes in R, version 3.4. 

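The deposited table lists 50686 genes by their Ensembl identifiers, of which 27483 had at least 1 read in the 8 libraries of ventral hippocampus. The filter of edgeR (filterByExpr), which asks for enough reads in at least as many libraries as a group holds, kept 16018 genes. A stricter filter of at least 10 reads in every library kept 14870 genes. DESeq2, run on all genes with at least 1 read, gave an adjusted p value to 16826 genes after its independent filtering.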

The differential expression analysis, resulting in 16,839 genes in the analysis. The contrast between vehicle and corticosterone groups was analyzed for differential expression in a pairwise comparison. An false discovery rate adjusted *p* value of .05 was used as a cut‐off to determine differentially expressed genes.

### 2.4 Selection of gene sets

*Steroid receptors*: This gene set contains the stress and sex hormones nuclear steroid receptors, the GR (*Nr3c1* – nuclear receptor subfamily 3 group C member 1), the MR (*Nr3c2* – nuclear receptor subfamily 3 group C member 2), the androgen receptor (*Ar*), the progesterone receptor (*Pgr*), and the estrogen receptors *α* and *β* (*Esr1* and *Esr2*).
*GR and MR target genes*: This set of genes is based on previous transcriptomic studies in rodent brain and neuronal cells after glucocorticoid treatment,^19^ our recent RNA‐seq results in mouse ventral hippocampus after corticosterone injection, and two chromatin immunoprecipitation followed by sequencing (ChIP‐seq) studies on GR and MR after injection with either 0.3 or 3 mg.kg^–1^ corticosterone in rats.^20^, ^21^ The criteria for ‘target genes’ were (1) regulation by GCs in previously published studies on rodent brain and (2) in our recent transcriptomic results, given that these exclusively represent mouse hippocampus; (3) the direction of regulation had to be consistent in all reporting studies; and (4) the gene had to be associated with a binding site for either GR, MR or both receptors according to the two ChIP‐seq studies that we used. The latter were in rat hippocampus, but it has become apparent that functional GC response elements (GREs) tend to be evolutionary conserved.^22^, ^23^
*Coregulators*: The gene set of GR and MR AF‐2 coregulators was based on previous profiling analysis published by Broekema et al.^24^
*Neurotransmitter and neuropeptides receptor repertoire*: We aimed for an exhaustive list of genes for the adrenergic, serotoninergic, cholinergic and dopaminergic receptors according to the HUGO Gene Nomenclature Committee at the European Bioinformatics Institute (HGNC database: https://www.genenames.org). The neuropeptides receptors list was based on the HGNC database and the previous study from Smith et al.^25^ on intracortical neuropeptide networks.

### 2.5 scRNA‐seq coupling matrices for *Nr3c1* and *Nr3c2* co‐expression profiles

A coupling score of *Nr3c1* and *Nr3c2* with genes of interest was calculated to rank their co‐expression. First, we calculated the average expression of each gene of interest *i* in cell type *t* ($x_{i}^{t}$), where *t* is one of the 13 cell types in the adult mouse hippocampus. For each corticosteroid receptor (*Nr3c1* and *Nr3c2*), we calculated the coupling score as previously described,^25^ as $k_{\mathrm{ij}}^{t}=\;\log_{10}\left(x_{i}^{t}\;\times \;x_{j}^{t}\right)$, where i∈S and S is one of the gene sets described earlier, and j∈{Nr3c1,Nr3c2}. For each gene set S, we calculated the normalized coupling score ${∁}_{\mathrm{ij}}^{\mathrm{tS}}$ (Figure 1):

$${∁}_{\mathrm{ij}}^{\mathrm{tS}}=\;\frac{k_{\mathrm{ij}}^{t}\;‐\;\min_{S}k_{\mathrm{ij}}^{t}}{\max_{S}k_{\mathrm{ij}}^{t}‐\;\min_{S}k_{\mathrm{ij}}^{t}}$$

### 2.6 pySCENIC: Assessment of GR and MR single cell gene regulatory network activity

The gene expression matrix of the clustered hippocampus scRNA‐seq dataset underwent the scalable Python SCENIC (pySCENIC) (https://pyscenic.readthedocs.io) workflow for single‐cell gene regulatory network (GRN) analysis as described by Van de Sande et al.^15^ pySCENIC reconstructs GRNs (i.e., TFs together with their target genes) and assesses the *de novo* GRN activity in individual cells (Figure 1). The pySCENIC workflow, version 0.10.3, was performed under Python, version 3.8.5 (https://www.python.org) and the output was then processed with Seurat, version 3.1.5 in R, version 3.6.1.

### 2.7 Differential expression and GRN activity analysis of scRNA‐seq data

The gene count matrix for hippocampal gene expression and the GRN activity matrix underwent differential expression/activity analysis to identify genes specifically more expressed or GRNs specifically more active in certain cell types. Both differential analyses were performed using the Seurat FindAllMarkers function (Wilcoxon rank sum test)^17^ in R, version 3.6.1. Furthermore, significant differences in gene expression throughout cell types or within one cell type were tested with a paired two‐sided Wilcoxon test (wilcox.test function) on average expression in R, version 3.6.1.

### 2.8 Code availability

Open‐source algorithms were used as described for single‐cell analysis methods^17^ and GRNs analysis.^15^ Details on how these algorithms were used, as well as the code for coupling score calculation, are available in the GitHub repository (https://github.com/eviho/10XHip2021_VihoEMG).

## 3 RESULTS

### 3.1 *Nr3c1* (GR) and *Nr3c2* (MR) expression show significant cell specificity across hippocampal cell types

Our approach aimed to describe the diversity of corticosteroid receptors *Nr3c1* (GR) and *Nr3c2* (MR) signaling networks in mouse hippocampal cell types, using publicly available scRNA‐seq data. We selected hippocampal cells from the Yao et al.^11^ mouse brain dataset, which resulted in 77,001 cells, divided over 13 different cell types (Figure 2A). The most abundant cell types in this dataset were the DG and cornu ammonis 1/pro‐subiculum (CA1‐ProS) glutamatergic neurons with 58,566 and 13,221 cells, respectively. The two last glutamatergic neuron populations CA2 and CA3 contained 143 and 1899 cells, respectively. GABAergic neurons were divided into five subtypes containing between 49 and 1372 cells: parvalbumin (Pvalb), somatostatin (Sst), vasoactive intestinal peptide (Vip), synuclein gamma (Sncg) and lysosomal associated membrane protein family member 5 (Lamp5) positive neurons. Finally, the data revealed four non‐neuronal cell types: 488 astrocytes (Astro), 465 oligodendrocytes (Oligo), 73 endothelial cells (Endo) and 74 microglial cells/perivascular macrophages (micro‐PVM) (Figure 2B).

**FIGURE 2:**
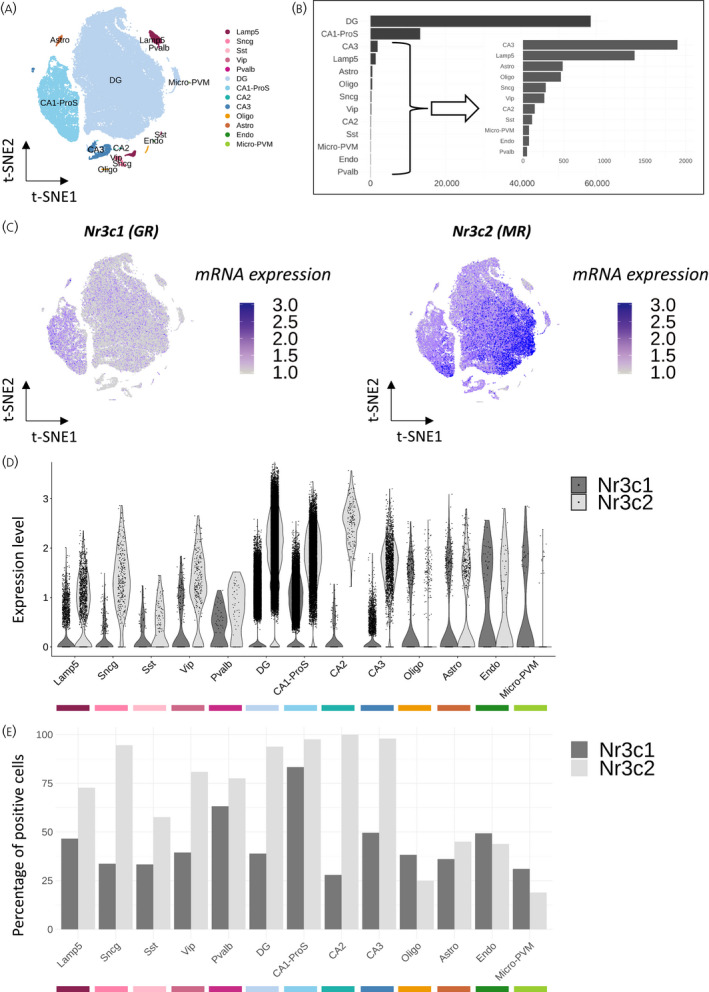
Cell type specificity of *Nr3c1* and *Nr3c2* expression in the adult mouse hippocampus. (A) Dimensional reduction (t‐SNE) representation of mouse hippocampal cells grouped by gene expression profile similarities and assigned to known cell types. (B) Number of cells per cell type within the dataset. (C) t‐SNE representation of *Nr3c1* and *Nr3c2* log‐normalized mRNA expression per cell, scaled from 1 to 3 (mRNA expression). (D) Violin plot of *Nr3c1* and *Nr3c2* log‐normalized expression (Expression level). (E) Bar plot of the percentage of cells positive for *Nr3c1* and *Nr3c2*. Abbreviations: t‐SNE, t‐distributed stochastic neighbor embedding; Nr3c1, nuclear receptor subfamily 3 group C member 1; Nr3c2, nuclear receptor subfamily 3 group C member 2; GR, glucocorticoid receptor; MR, mineralocorticoid receptor; Astro, astrocytes; Oligo, oligodendrocytes; Endo, endothelial cells; Micro‐PVM, microglia/perivascular macrophages; Lamp5, lysosomal associated membrane protein family member 5; Vip, vasoactive intestinal peptide; Pvalb, parvalbumin; Sncg, synuclein gamma; Sst, somatostatin; DG, dentate gyrus; CA1‐ProS, cornus ammonis 1‐prosubiculum; CA2, cornus ammonis 2; CA3, cornus ammonis 3

We assessed *Nr3c1* and *Nr3c2* relative expression levels throughout the hippocampal cell types. Although the t‐SNE representation clearly showed a significant higher expression level of *Nr3c2* compared to *Nr3c1* in the mouse hippocampus (log_2_FC = 2.82, *p* = .02) (Figure 2C), the data was biased towards the most abundant cell types (DG and CA1‐ProS). Per population, we observed a relatively higher expression of *Nr3c2* compared to *Nr3c1* in glutamatergic neurons, which was more pronounced in CA2 (log_2_FC = 3.74, *p* < .001) (Figure 2D). *Nr3c2* was actually enriched in CA2 (log_2_FC = 0.53, *p* < .001) and the DG (log_2_FC = 0.32, *p* < .001) compared to other cell types (see Table S1). Interestingly, *Nr3c2* was also more expressed than *Nr3c1* in GABAergic neurons with the biggest difference in Sncg neurons (log_2_FC = 2.75, *p* < .001) (see Table S1). *Nr3c1* was more expressed in non‐neuronal cell types with the biggest contrast in micro‐PVM cells where *Nr3c2* was almost absent (Figure 2D). These differences in expression levels were in line with the percentage of cells expressing *Nr3c1* and *Nr3c2*. Between 50% and 100% of neurons (glutamatergic and GABAergic) were positive for *Nr3c2*, whereas only CA1‐ProS, CA3 and Pvalb types passed the 50% threshold of positive cells for *Nr3c1*. Regarding non‐neuronal types, they contained <50% cells positive for either *Nr3c1* or *Nr3c2*, with a slightly higher percentage of positive cells for *Nr3c1* compared to *Nr3c2* in oligodendrocytes, microglial and endothelial cells (Figure 2E).

Altogether, the results suggest a relatively higher basal expression of *Nr3c2* in mouse hippocampal neurons and astrocytes, whereas *Nr3c1* is relatively more expressed in oligodendrocytes, microglia and endothelial cells.

### 3.2 Classic GR and MR target genes differentially express across hippocampal cell types

Transcription‐dependent GC responsiveness of the hippocampus relies by definition on the presence of various GR and MR target genes. We investigated the basal expression of GC regulated genes in different hippocampal cell types. A limited class of genes is commonly measured in bulk brain mRNA to assess GC effects.^26^, ^27^, ^28^, ^29^, ^30^ This set includes FK506‐binding protein 5 (*Fkbp5*), glucocorticoid‐induced leucine zipper protein (*Tsc22d3*), period circadian regulator 1 (*Per1*) and serum/glucocorticoid regulated kinase 1 (*Sgk1*). However, the scRNA‐seq data showed a clear heterogeneity for the basal expression of these genes in different hippocampal cell types (Figure 3A). *Fkbp5* expression was predominant in glutamatergic neurons, particularly in the DG. In comparison, *Tsc22d3* was more expressed in GABAergic neurons and non‐neuronal cells than *Fkbp5*. Furthermore, the basal expression of *Per1* suggested high cell specificity, with high expression in only five neuronal cell types. Finally, *Sgk1* was expressed in most hippocampal cell types, but was absent in astrocytes and endothelial cells (Figure 3A). The average expression was in line with the percentage of cells expressing the genes of interest. On average, 50% of glutamatergic neurons expressed *Fkbp5*, whereas 50% of GABAergic neurons expressed *Tsc22d3*. *Sgk1* was more present in oligodendrocytes and microglia, whereas *Tsc22d3* was more present in astrocytes and endothelial cells (see Figure S1A). *Per1* was generally less expressed than any other classic target genes in the whole hippocampus, which might be partially explained by circadian variation (Figure 3A; see also Figure S1A). Although the analysis is performed on hippocampal basal gene expression, the results suggest an heterogenous and cell type‐specific response to GC signaling activation.

**FIGURE 3:**
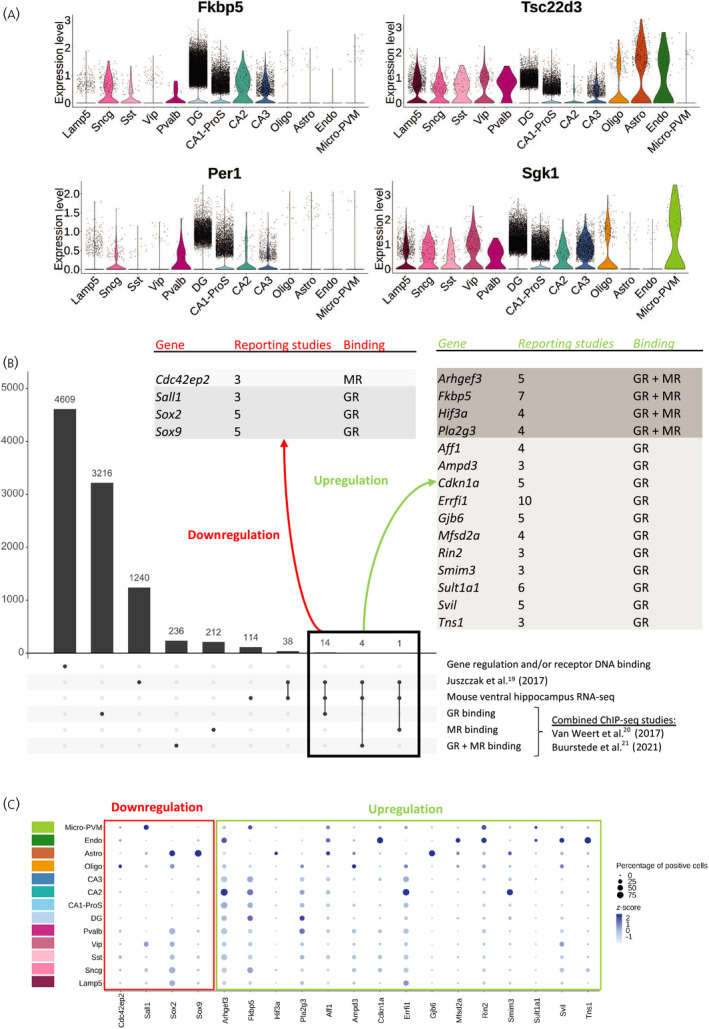
Cell type specificity of glucocorticoid target genes in the adult mouse hippocampus. (A) Violin plots representing the log‐normalized expression of commonly measured glucocorticoid responsive genes *Fkbp5*, *Tsc22d3*, *Per1* and *Sgk1* (Expression level). (B) List of new GR and MR target genes selection based on transcriptomic and DNA binding studies, associated with the number of transcriptomic studies reporting the gene (*reporting studies*), and DNA binding by GR, MR or both receptors (*binding*). (C) Dot plot representing both the centered log‐normalized average expression (*z*‐score) and the percentage of positive cells for the genes newly identified as GR and MR targets. Abbreviations: GR, glucocorticoid receptor; MR, mineralocorticoid receptor; ChIP, chromatin immunoprecipitation; RNA‐seq, RNA sequencing; Astro, astrocytes; Oligo, oligodendrocytes; Endo, endothelial cells; micro‐PVM, microglia/perivascular macrophages; Lamp5, lsosomal associated membrane protein family member 5; Vip, vasoactive intestinal peptide; Pvalb, parvalbumin; Sncg, synuclein gamma; Sst, somatostatin; DG, dentate gyrus; CA1‐ProS, cornus ammonis 1‐prosubiculum; CA2, cornus ammonis 2; CA3, cornus ammonis 3

Regarding MR‐specific target genes, MR binding to DNA on GREs was described to be associated with NeuroD factor binding^31^ and *Jdp2* was found as an MR target gene in conjunction with MR/NeuroD binding. At the basal level in the scRNA‐seq data, *Neurod2* was mostly expressed in glutamatergic neurons and, although relatively few cells were positive for *Jdp2*, those expressing it were also glutamatergic neurons (see Figure S1B). *Nr3c2* expression in the DG differed throughout the cell population (Figure 2C). Therefore, we assessed DG cells using a deeper level of clustering. DG cells could be further divided into six distinct subclusters.^11^, ^16^ The most abundant cluster was 125_DG, where both *Nr3c2* and *Neurod2* still showed different levels of expression across the cell cluster, with a similar overall pattern (see Figure S1C). This suggests that, despite differentially expressing *Nr3c2* and *Neurod2*, cells in cluster 125_DG were not sufficiently divergent in the rest of their gene expression profile to be subdivided into more cell clusters. *Jdp2* was mainly expressed in cluster 122_DG and 125_DG. However, in the absence of GC treatment, *Jdp2* expression did not strongly correlate with the contrasted expression of *Nr3c2* or *Neurod2* in the DG (see Figure S1C).

### 3.3 A wider set of GC target genes further reveals GR and MR signaling heterogeneity across cell types

Although classic GC responsive genes already showed cellular heterogeneity of gene expression, we expanded the list of GC responsive genes to give a better recapitulation of cellular specificity of GR and MR signaling in the mouse hippocampus. 

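The RNA-seq data came from the ventral hippocampus of male C57BL/6J mice, of which 4 received vehicle and 4 received 3 mg/kg corticosterone, the main GC of rodents, 3 h before they were killed. The vehicle libraries are numbered 1 to 4 and the corticosterone libraries 5 to 8, with 1 mouse per library. The authors aligned the paired reads to the mouse genome with GSnap, counted the reads on each gene with HTSeq-count and deposited these counts without normalization. Between 19214090 and 19931987 reads per vehicle library were counted on genes, with a median of 19587944. In the corticosterone libraries, the total on genes was between 17492159 and 19776297 reads, with a median of 18908947. From these counts, normalized counts were computed with the TMM method of edgeR. The groups were compared with the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment over the 16018 genes tested, and genes with an adjusted p value under 0.05 were taken as differentially expressed. The authors used DESeq2, which was run here as an alternative.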

We combined a published meta‐analysis on GC responsive genes in rodent and human brain (17 studies)^19^ with a recent RNA‐seq dataset that we obtained in mouse ventral hippocampus, as well as ChIP‐seq data assessing GR and MR DNA binding in rat hippocampus^20^, ^21^(see Table S2). This resulted in a list of 4609 genes either responsive to GC treatment or associated with a receptor binding site. Among those genes, 3216 reported GR‐specific binding to the DNA, 212 MR‐specific binding, and 236 reported both GR and MR binding. 

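In the RNA-seq dataset of mouse ventral hippocampus, 1 gene, *Fkbp5*, was differentially expressed between corticosterone and vehicle at an adjusted p value under 0.05 from the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. At an unadjusted p value under 0.05, there were 1446 genes, of which 722 were higher and 724 lower after corticosterone. With no change, 801 genes would be found on average. This number was 4696 without corticosterone replicate 5, and 760 without corticosterone replicate 6, where 810 would be found with no change. Of the 35 splits of the 8 libraries into 4 and 4, 5 gave at least 1446, the real one included. In the splits other than the real one, the median was 399.5 and the largest number 6439, so the number spreads widely. Some of the splits as large only exchanged corticosterone replicate 5 for 1 vehicle mouse, so they are not free of the treatment. The biological coefficient of variation between mice was 0.111. The number of differentially expressed genes was moved most by leaving out corticosterone replicate 5, after which 1651 genes passed the threshold. With DESeq2, there were 63 differentially expressed genes, of which 43 were higher and 20 lower. All 114 genes with an adjusted p value under 0.05 in Table S2 had the direction given there and an unadjusted p value under 0.05 in edgeR. In 91 of these 114 genes, the 4 corticosterone values did not overlap the 4 vehicle values. The table comes from the same experiment, so this is not independent evidence. Among all 16018 genes tested, the values did not overlap in 587 (3.67%), where chance gives 2.86%.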

A total of 1240 genes were reported to be regulated in the previously published meta‐analysis, and 114 genes were GC responsive in our recent mouse hippocampus RNA‐seq dataset. We first selected for genes that were reported consistently in between the previously published meta‐analysis^19^ and our transcriptomic analysis. This subset of 38 genes was further filtered for genes that reported DNA binding of either GR, MR or both receptors in the ChIP‐seq studies. In total, 19 genes survived all criteria and were reported in at least three transcriptomic studies. Of these, four genes were consistently downregulated and 15 were consistently upregulated. 

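All 19 target genes had the direction of Figure 3B in the ventral hippocampus of these mice. Over all genes tested, 1 of them, *Fkbp5*, passed the threshold. Adjusted over the list alone, 19 genes passed it, but the study chose the list partly on these samples, so this count is not independent evidence. Of the 4 lower genes, *Sox9* changed most, from 410 ± 87.1 normalized counts (SD, n = 4 mice) after vehicle to 254 ± 34.9 (SD, n = 4) after corticosterone, a log2 fold change of -0.69 (standard error 0.15, adjusted p = 0.236 from edgeR's quasi-likelihood test). The smallest change in this group was that of *Sall1*, with a log2 fold change of -0.54. Among the 15 higher genes, *Cdkn1a* changed most, from 329.5 ± 249 to 962 ± 142 normalized counts, a log2 fold change of 1.55 (standard error 0.35, adjusted p = 0.249654 from the same test). Its value in vehicle replicate 1 was 694 and in the other vehicle libraries at most 274, and without that replicate its log2 fold change was 2.21. *Arhgef3* had the smallest change of the higher genes, with a log2 fold change of 0.26, and its exons overlap those of another annotated gene on the same strand. In 16 of the 19 genes, the values of the groups did not overlap. The exceptions were *Sox2*, *Errfi1* and *Rin2*, with an exact permutation p of 0.0571 each (two-sided), where the smallest p that 4 mice against 4 allow is 0.0286. Over all genes tested, the number past the threshold was 19 without corticosterone replicate 5, 5 without vehicle replicate 1 and 0 in each of the other 6 fits that left out 1 mouse. It was 13 with DESeq2 and 0 with at least 10 reads in every library.

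**Figure D1:**
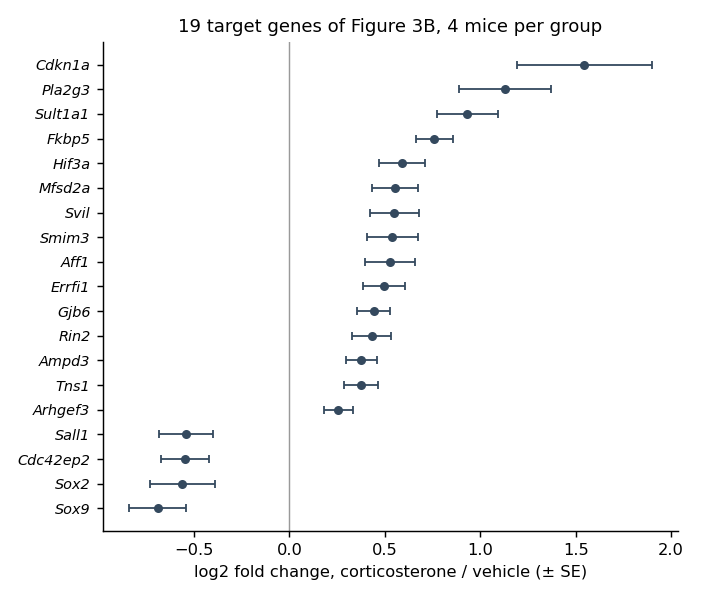
Log2 fold change of the 19 target genes, corticosterone against vehicle, from edgeR. Points show the estimate and bars the standard error, with 4 mice per group. The 4 lower genes lie between -0.69 and -0.54 and the 15 higher genes between 0.26 and 1.55.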

*Cdc42ep2* was the only gene associated with MR binding, and a total of 14 genes were associated with exclusive GR binding and four genes were associated with both GR and MR binding, including *Fkbp5* (Figure 3B). 

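*Cdc42ep2* (ENSMUSG00000045664) lies on chromosome 19 of GRCm38 from 5915636 to 5924816. It had 195 ± 12.7 normalized counts (SD, n = 4 mice) after vehicle and 133 ± 19.0 (SD, n = 4) after corticosterone. Its log2 fold change was -0.55 (standard error 0.13, adjusted p = 0.249654 from edgeR's quasi-likelihood test). *Fkbp5* (ENSMUSG00000024222) lies on chromosome 17 from 28399094 to 28517527. Its expression rose from 1957 ± 301 to 3310 ± 159 normalized counts, a log2 fold change of 0.76 (standard error 0.097, adjusted p = 0.0481 from the same test). For both genes, the 4 corticosterone values did not overlap the 4 vehicle values (exact permutation test, two-sided p = 0.0286). With each mouse left out in turn, the log2 fold change of *Fkbp5* stayed between 0.69 and 0.86, and its adjusted p value was under 0.05 in 2 of the 8 fits, those without vehicle replicate 1 and without corticosterone replicate 5. With at least 10 reads in every library, its adjusted p value was 0.0530, and with DESeq2 (Wald test, Benjamini-Hochberg adjustment) it was 1.46e-08.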

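*Tsc22d3* (ENSMUSG00000031431, chromosome X from 140539528 to 140600659) had 1719 ± 375 normalized counts (SD, n = 4 mice) after vehicle and 2357 ± 216 (SD, n = 4) after corticosterone. Its log2 fold change was 0.46 (standard error 0.13, adjusted p = 0.386 from edgeR's quasi-likelihood test), and its values overlapped between the groups (exact permutation test, two-sided p = 0.0857). The adjusted p value of *Tsc22d3* was 0.0486 without corticosterone replicate 5 and 0.0226 with no filter on low counts. *Per1* (ENSMUSG00000020893, chromosome 11 from 69095217 to 69109960) had 1471 ± 68.2 and 1506 ± 191 normalized counts, a log2 fold change of 0.03 (standard error 0.087, adjusted p = 0.893 from the same test). Without corticosterone replicate 5, its direction reversed to -0.06. *Sgk1* (ENSMUSG00000019970, chromosome 10 from 21882184 to 21999903) had 1613 ± 770.2 and 2164 ± 30.0 normalized counts, a log2 fold change of 0.42 (standard error 0.23, adjusted p = 0.547 from the same test). Vehicle replicate 1 had 2741 normalized counts of *Sgk1*, more than every corticosterone library, and without that replicate the log2 fold change was 0.80 with an adjusted p value of 0.0227. Of the 4 classic genes, *Fkbp5* and *Tsc22d3* passed the threshold when adjusted over the list alone.

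**Figure D2:**
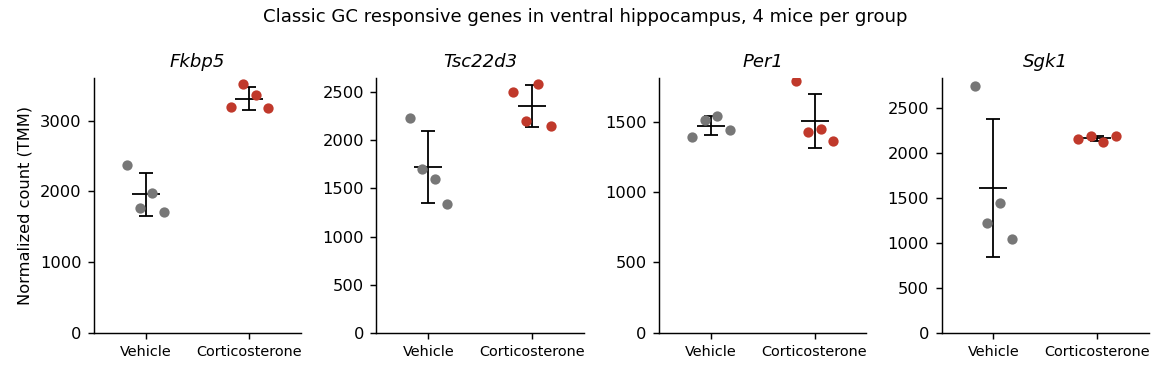
Normalized counts of *Fkbp5*, *Tsc22d3*, *Per1* and *Sgk1* in each mouse by treatment. Points are mice, the horizontal mark is the mean and the bar its SD, with 4 mice per group. For *Sgk1*, vehicle replicate 1 lies at 2741 and the other vehicle mice between 1042 and 1447.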

*Tsc22d3*, *Per1* and *Sgk1* were previously reported in both transcriptomic and ChIP‐seq studies but absent in the recent mouse hippocampus RNA‐seq dataset (see Table S2).

The new subset of GR and MR target genes was further analyzed in the hippocampus scRNA‐seq data. Similar to the classic GC responsive genes, the new targets displayed a large heterogeneity in cell type basal expression (Figure 3C). Genes known to be downregulated after GC treatment showed high specificity for non‐neuronal cell types. *Cdc42ep2* was relatively more expressed in oligodendrocytes, *Sall1* in microglia, and *Sox2* and *Sox9* in astrocytes. Among genes known to be upregulated after GC treatment, more than half were relatively more expressed in non‐neuronal cells in these basal conditions. However, *Fkbp5* and *Pla2g3* were predominantly neuron specific. Moreover, *Arhgef3*, *Errfi1* and *Smim3* were preferentially expressed in CA2 (Figure 3C). We also investigated the cell type specificity of genes known to be regulated by GCs but not associated with a receptor binding site. In this list of 19 genes, three were not detectable in the scRNA‐seq data (*1810011O10Rik*, *Rhou*, *Lcn2*). Many genes were highly expressed in astrocytes (e.g., *Dio2*), two downregulated genes (*Abi3*, *Ccr5*) were microglia specific, and three genes were widely expressed in neurons but at low levels, except for *Ccng1* which was highly expressed and abundant in CA1‐ProS (see Figure S1D).

The results for GR and MR downstream target genes again highlighted the expression heterogeneity of GC target genes in mouse hippocampal cell types. Furthermore, under basal conditions, many target genes were specifically expressed in non‐neuronal cells. This indicates that transcripts from non‐neuronal cells may represent a substantial part of GC target genes.

### 3.4 *Nr3c1* and *Nr3c2* co‐expression with sex hormone receptors suggests cell type‐specific crosstalk

Corticosteroid receptors belong to the nuclear receptor superfamily that also includes the sex hormone receptors: the progesterone receptor (PR, coded by *Pgr*), androgen receptor (AR, coded by *Ar*), and estrogen receptors α and β (ERα and ERβ, coded by *Esr1* and *Esr2*). Sex steroid receptors may interact with MR and GR, but direct interactions would by definition depend on presence and co‐expression.^32^, ^33^, ^34^

*Ar*, *Pgr*, *Esr1* and *Esr2* were similarly expressed in cells that came from male or female mice in the scRNA‐seq with two subtle differences. Pvalb GABAergic neurons showed lower expression of *Ar* and *Pgr* in male cells, and CA3 had more positive cells and a slightly higher expression of *Pgr* in males. *Esr1* and *Esr2* were expressed in very few cells, with the highest expressing cell types being the DG granule cells and CA1‐ProS (Figure 4A).

**FIGURE 4:**
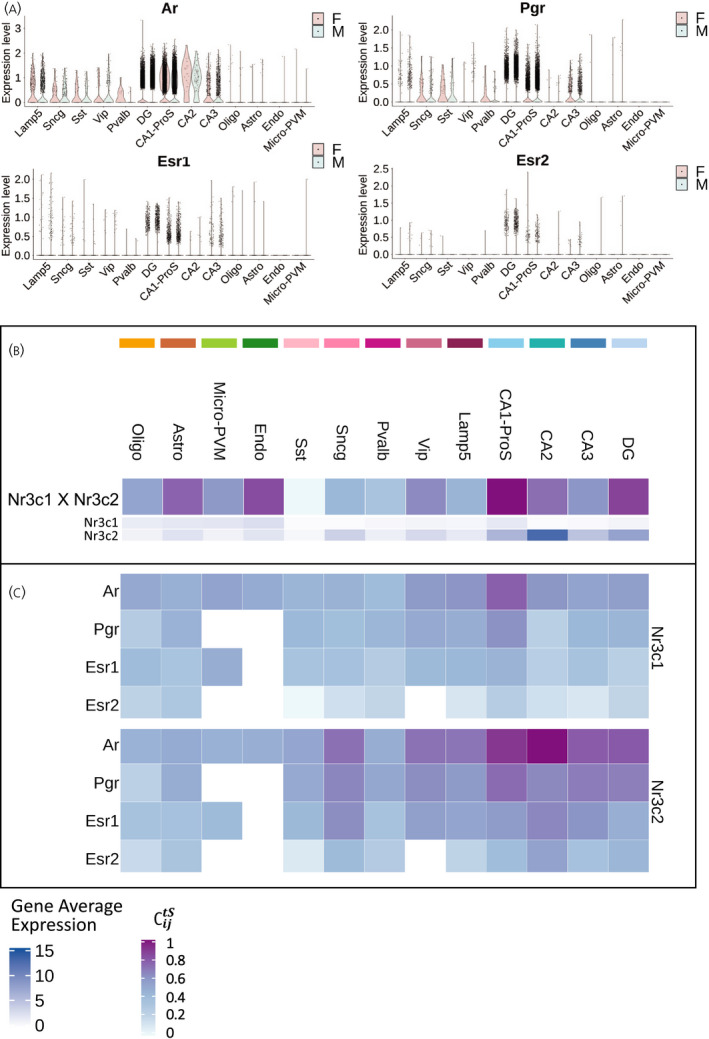
Cell type specificity of *Nr3c1* and *Nr3c2* co‐expression with sex hormone receptors. (A) Violin plots representing the log‐normalized expression (Expression level) of sex hormone receptors *Ar*, *Pgr*, *Esr1* and *Esr2* in cells obtained from female (F) and male (M) mice. (B) Heatmap representing the coupling score ${∁}_{\mathrm{ij}}^{\mathrm{tS}}$of *Nr3c1* with *Nr3c2*, and their respective log‐normalized average expression in mouse hippocampal cell types (*Gene Avg*. *Exp*). (C) Heatmap representing the coupling score ${∁}_{\mathrm{ij}}^{\mathrm{tS}}$of *Nr3c1* and *Nr3c2* with sex hormone receptors *Ar*, *Pgr*, *Esr1* and *Esr2* in mouse hippocampal cell types. Abbreviations: Nr3c1, nuclear receptor subfamily 3 group C member 1 (glucocorticoid receptor); Nr3c2, nuclear receptor subfamily 3 group C member 2 (mineralocorticoid receptor); Ar, androgen receptor; Pgr, progesterone receptor; Esr1 and Esr2, estrogen receptors *α* and *β*; F, female; M, male; Astro, astrocytes; Oligo, oligodendrocytes; Endo, endothelial cells; micro‐PVM, microglia/perivascular macrophages; Lamp5, lysosomal associated membrane protein family member 5; Vip, vasoactive intestinal peptide; Pvalb, parvalbumin; Sncg, synuclein gamma; Sst, somatostatin; DG, dentate gyrus; CA1‐ProS, cornus ammonis 1‐prosubiculum; CA2, cornus ammonis 2; CA3, cornus ammonis 3

We next determined cell type‐specific co‐expression between stress and sex hormone receptors. For this, we calculated a coupling score ${∁}_{\mathrm{ij}}^{\mathrm{tS}}$ based on basal average expression of pairs of genes in the different hippocampal cell types. Corticosteroid receptors (*Nr3c1* and *Nr3c2*) showed the highest coupling score in CA1‐ProS and were also highly co‐expressed in the DG, CA2, endothelial cells and astrocytes (Figure 4B; see also Table S3). The highest coupling score between stress and sex hormone receptors was found in neuronal cells. *Nr3c1* particularly co‐expressed with *Ar* and *Pgr* in CA1‐ProS, whereas *Nr3c2* not only co‐expressed with *Ar* mainly in glutamatergic, Lamp5, Vip and Sncg neurons, but also with *Pgr* in CA1‐ProS (Figure 4C; see also Table S3). The coupling scores between *Nr3c1* and *Nr3c2* and estrogen receptors were very low because of the absence of *Esr1* or *Esr2* expression in most cells. The highest coupling score for *Esr1* and *Nr3c2* was in CA2 and Sncg, certainly driven by the high *Nr3c2* expression.

We conclude that overall male and female mice have highly similar gene expression profiles for sex hormone receptors, and that co‐expression of sex‐ and stress hormone receptors is highly cell type specific.

### 3.5 *Nr3c1* and *Nr3c2* co‐expression with AF‐2 coregulators suggests cell type‐specific transcriptional modulation of GC signaling

Transcriptional coactivators and corepressors are key regulators of GC‐driven gene transcription. The presence of one particular coregulator can determine the outcome of GC signaling in a cell population.^35^, ^36^, ^37^, ^38^ In an *in vitro* screening assay, evidence was reported of 24 coregulators interacting with corticosteroid nuclear receptors: five with both receptor types, 17 with GR only and two with MR only.^24^ In scRNA‐seq data, each of these coregulators showed a specific expression pattern throughout different hippocampal cell types. For example, somewhat unexpectedly, *Ncoa2* was expressed in all cell types,^39^ and its highest expression level was found in microglia, whereas *Prox1* was mainly expressed in Vip GABAergic neurons and in the DG, where it was significantly enriched (log_2_FC = 1.47, *p* < .001) (Figure 5A; see also Table S1).

**FIGURE 5:**
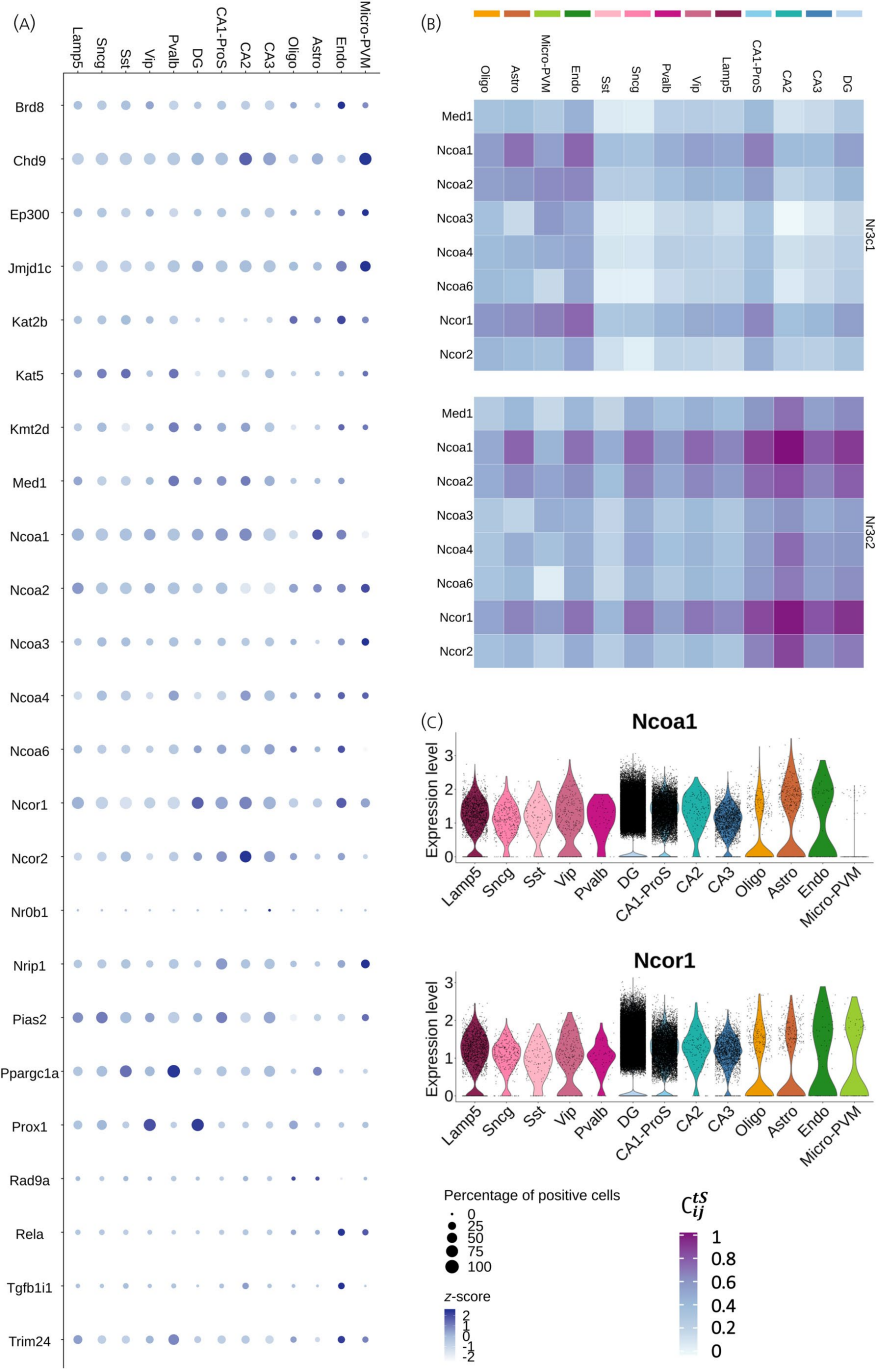
Cell type specificity of *Nr3c1* and *Nr3c2* co‐expression with nuclear receptor coregulators. (A) Dot plot representing both the centered log‐normalized average expression (*z*‐score) and the percentage of positive cells for 24 nuclear receptor AF‐2 coregulators known to interact with GR and/or MR according to an in vitro interaction screening assay.^24^ (B) Heatmap representing the coupling score ${∁}_{\mathrm{ij}}^{\mathrm{tS}}$of *Nr3c1* and *Nr3c2* with a subset of GR and MR coactivators and corepressors in mouse hippocampal cell types. (C) Violin plots representing the log‐normalized expression (Expression level) of the coactivator *Ncoa1* and the corepressor *Ncor1* in mouse hippocampal cell types. Abbreviations: Nr3c1, nuclear receptor subfamily 3 group C member 1 (glucocorticoid receptor); Nr3c2, nuclear receptor subfamily 3 group C member 2 (mineralocorticoid receptor); Astro, astrocytes; Oligo, oligodendrocytes; Endo, endothelial cells; micro‐PVM, microglia/perivascular macrophages; Lamp5, lysosomal associated membrane protein family member 5; Vip, vasoactive intestinal peptide; Pvalb, parvalbumin; Sncg, synuclein gamma; Sst, somatostatin; DG, dentate gyrus; CA1‐ProS, cornus ammonis 1‐prosubiculum; CA2, cornus ammonis 2; CA3, cornus ammonis 3; AF‐2, ligand‐dependent transactivation domain 2 (helix 12); *Med1*, mediator complex subunit 1; *Ncoa1*, nuclear receptor coactivator 1; *Ncoa2*, nuclear receptor coactivator 2; *Ncoa3*, nuclear receptor coactivator 3; *Ncoa4*, nuclear receptor coactivator 4; *Ncoa6*, nuclear receptor coactivator 6; *Ncor1*, nuclear receptor corepressor 1; *Ncor2*, nuclear receptor corepressor 2

We further assessed co‐expression of AF‐2 coregulators with *Nr3c1* and *Nr3c2* (see Figure S2A and Table S3) for a subset of well‐characterized coactivators (*Med1* and *Ncoa* family) and corepressors (*Ncor1* and *Ncor2*) (Figure 5B). There was a clear co‐expression with the coregulators in non‐neuronal cells for *Nr3c1* and in glutamatergic neurons for *Nr3c2*. Interestingly, both *Nr3c1* and *Nr3c2* strongly co‐expressed with *Ncoa1* and *Ncor1*, which showed the exact same pattern of co‐expression throughout cell types. *Ncoa1* and *Ncor1* showed the highest coupling scores with *Nr3c1* and *Nr3c2* in CA1‐ProS, astrocytes and endothelial cells, and with *Nr3c2* in other glutamatergic neurons, as well as Vip and Sncg GABAergic neurons (Figure 5B). *Ncoa1* and *Ncor1* were expressed almost at the same level in all hippocampal cell types; except for microglia, which did not express *Ncoa1* (Figure 5C). Therefore, the co‐expression of these co‐regulators with stress hormone receptors is mainly driven by the cell specificity of *Nr3c1* and *Nr3c2* expression, with the notable exception of microglia.

### 3.6 Neurotransmitter and neuropeptide receptors differential co‐expression with *Nr3c1* and *Nr3c2* suggests synapse‐specific inputs

We next focused on neurotransmitter and neuropeptide pathways in the hippocampal glutamatergic tri‐synaptic path, which is the best characterized synaptic transmission route in the hippocampus. In this glutamatergic circuit, excitatory projections from the entorhinal cortex reach the DG granule cells through the perforant path, and the DG mossy fibers project to CA3 pyramidal neurons, which in turn stimulate CA1 neurons through the Schaffer collateral pathway.^40^ In addition to the tri‐synaptic path, CA1 also receive direct and strong excitatory projections from CA2.^41^ Although the sensory information mostly arrives in the DG, the CA‐regions also receive inputs from other brain regions. Afferent synapses to the tri‐synaptic path are not only glutamatergic, but also include neurotransmitters such as noradrenaline (NA), dopamine (DA) or serotonin (5‐hydroxytryptamine, 5‐HT), acetylcholine (ACh) and neuropeptides. We addressed the co‐expression of genes coding for NA, DA, 5‐HT, ACh and 33 neuropeptide receptors with *Nr3c1* and *Nr3c2* (Table S3), to determine how these pathways could interact with GC signaling in the hippocampal tri‐synaptic circuit.

NA receptors were mainly of the alpha‐1a, alpha‐2a/c and beta‐1 types. They co‐expressed with *Nr3c1* in CA1‐ProS, and also with *Nr3c2* in CA2, CA3 and the DG (Figure 6A, *NA*). For DA receptors, *Drd5* co‐expressed strongly with *Nr3c1* in CA1‐ProS and with *Nr3c2* co‐expressed in all glutamatergic neurons. *Drd1* co‐expressed with *Nr3c2* in CA2 and the DG (Figure 6A, *DA*). Many 5‐HT receptors were strongly co‐expressed with *Nr3c1* or *Nr3c2* in all regions of the tri‐synaptic circuit, particularly *Htr1a*, *Htr2a*, *Htr2c* and *Htr4* (Figure 6A, 5‐HT). The most consistent co‐expressed ACh receptors throughout the tri‐synaptic circuit were *Chrm1* and *Chrm3* (Figure 6A, *Ach*). Neuropeptide Y (NPY) receptors 1, 2 and 5 were strongly co‐expressed with *Nr3c2* in all cell types, whereas they were more specific to CA1‐ProS and the DG for *Nr3c1*, which reflects specificity of steroid receptors more than of these three types of NPY receptors. *Sstr2* and *Sstr3* were the most co‐expressed somatostatin receptors, whereas *Vipr1* was the most strongly co‐expressed vasoactive intestinal peptide receptor. *Adcyap1r1* (pituitary adenylate cyclase‐activating polypeptide type I receptor) was highly co‐expressed with *Nr3c1* in CA1‐ProS and with *Nr3c2* in all glutamatergic neurons. Tachykinin receptor Tacr3, opioid receptor Oprl1 and corticotropin‐releasing hormone (CRH) receptor Crhr2 were co‐expressed the strongest with *Nr3c1* in CA1‐ProS. *Nr3c2* co‐expressed with tachykinin, arginine‐vasopressin, oxytocin, opioid, thyrotropin‐releasing hormone, relaxin, neurotensin and CRH receptors in several glutamatergic synapses (Figure 6A, *Neuropeptides*).

**FIGURE 6:**
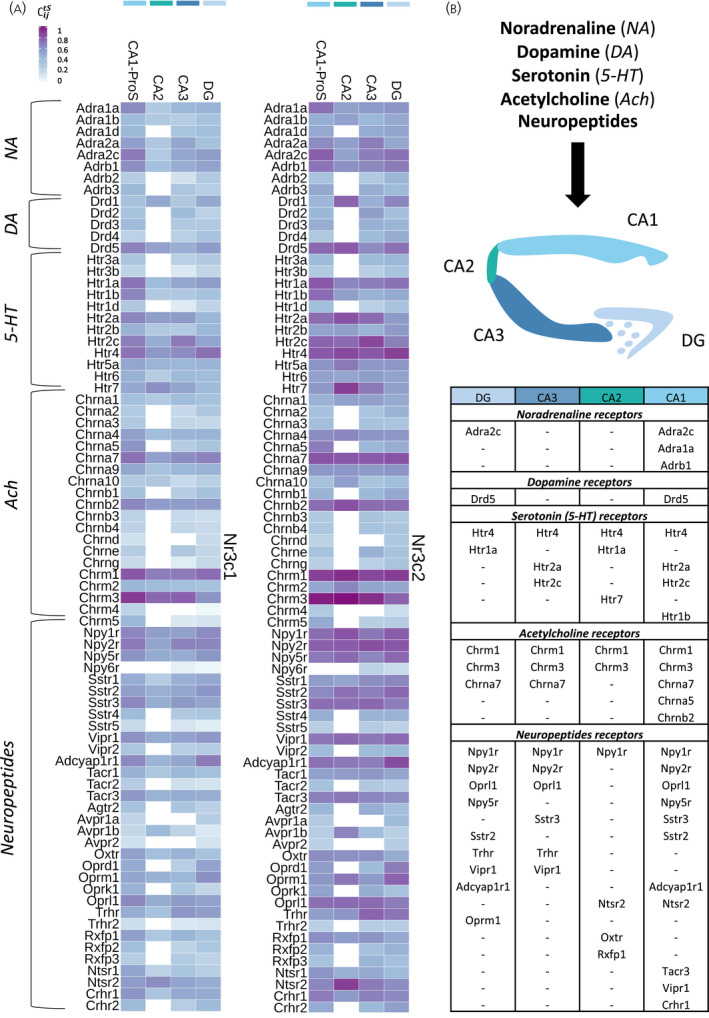
Cell type specificity of *Nr3c1* and *Nr3c2* co‐expression with neurotransmitter and neuropeptide receptors in the hippocampal tri‐synaptic pathway. (A) Heatmap representing the coupling score ${∁}_{\mathrm{ij}}^{\mathrm{tS}}$ of *Nr3c1* and *Nr3c2* with adrenergic; dopaminergic; serotoninergic; cholinergic and neuropeptides receptors in excitatory neurons of the hippocampal tri‐synaptic pathway. (B) Table of the neurotransmitter and neuropeptide receptors above threshold in terms of coupling with *Nr3c1* and *Nr3c2* expression (coupling score ${∁}_{\mathrm{ij}}^{\mathrm{tS}}$ > 0.6). Abbreviations: Nr3c1, nuclear receptor subfamily 3 group C member 1 (glucocorticoid receptor); Nr3c2, nuclear receptor subfamily 3 group C member 2 (mineralocorticoid receptor); DG, dentate gyrus; CA1‐ProS, cornus ammonis 1‐prosubiculum; CA2, cornus ammonis 2; CA3, cornus ammonis 3; NA, noradrenaline; DA, dopamine, 5‐HT, 5‐hydroxytryptamine; ACh, scetylcholine

We selected for the genes that had a coupling score above 0.6 both with *Nr3c1* or *Nr3c2* to obtain an overview of the strongest correlated neurotransmitter and neuropeptide receptors with GC signaling in the tri‐synaptic circuit (Figure 6B). For example, NA receptors are most robustly co‐expressed with *Nr3c1* and *Nr3c2* in the DG and CA1‐ProS.

Neurotransmitter and neuropeptide receptors co‐expression with corticosteroid receptors was more selective in GABAergic neurons and non‐neuronal cells. For example, in microglia, *Nr3c1* (and *Nr3c2*) showed high co‐expression with *Adrb1* and *Adrb2*. The coupling score with *Ntsr2* was particularly high in astrocytes (see Figure S2B).

### 3.7 *Nr3c1* and *Nr3c2* escape *de novo* GRN analysis

It is known that cell‐specific gene regulation relies essentially on coordination of the activity of TFs.^42^ Recent progress in high‐throughput sequencing allows the reconstruction of TF downstream networks. We applied the pySCENIC pipeline to determine whether we could identify putative MR and GR dependent regulatory networks in particular cell types.^15^ The pySCENIC workflow is divided into three steps: first, it computes co‐expression modules of a TF with all correlated genes based on the scRNA‐seq count matrix. Then, these co‐expression modules are further refined by selecting genes with the TF‐specific DNA motif in their promoter region, generating the GRN modules. Finally, the refined GRN activity is measured in each individual cell, by scoring the component gene expression per GRN, and is used for new clustering (Figure 7A).

**FIGURE 7:**
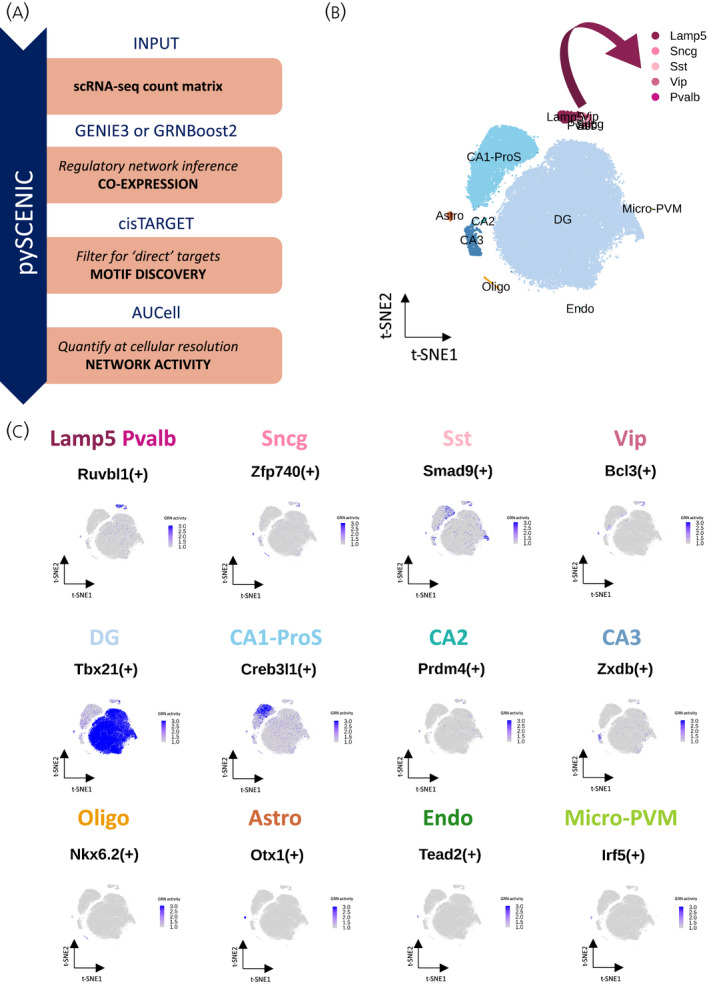
Mouse adult hippocampus gene regulatory networks (GRNs). (A) Description of the pySCENIC pipeline. (B) Dimensional reduction (t‐SNE) representation of mouse hippocampal cells grouped based on GRN activity similarities and assigned to known cell types. (C) t‐SNE representation of each hippocampal cell population most active GRN activity level per cell; scaled from 1 to 3. The sign (+) allows the distinction between a transcription factor gene (e.g., *Neurod2*) and this same transcription factor network; e.g Neurod2(+). Abbreviations: scRNA‐seq, single‐cell RNA sequencing; GRN, gene regulatory network; Astro, astrocytes; Oligo, oligodendrocytes; Endo, endothelial cells, micro‐PVM, microglia/perivascular macrophages; Lamp5, lysosomal associated membrane protein family member 5; Vip, vasoactive intestinal peptide; Pvalb, parvalbumin; Sncg, synuclein gamma; Sst, somatostatin; DG, dentate gyrus; CA1‐ProS, cornus ammonis 1‐prosubiculum; CA2, cornus ammonis 2; CA3, cornus ammonis 3

In this analysis, we based the t‐SNE dimensional reduction on GRN activity, rather than gene expression. The t‐SNE included the same 13 cell types, but the clustering grouped the cells differently. The most notable change was the disappearance of GABAergic neurons specificities. These neurons grouped together as one cluster, which means that all GABAergic neuronal types have very similar GRN activity profile (Figure 7B), as described previously using pySCENIC in scRNA‐seq brain data.^15^, ^43^ During the refinement of co‐expression modules into GRNs, the co‐expression modules with less than 80% of genes containing a binding site for the TF in their promoter region were excluded. *Nr3c1* and *Nr3c2* GRN activity could not be calculated as a result of not passing this threshold of motif discovery. Nevertheless, the GRN analysis allowed the identification of some cell type‐specific gene networks in the mouse hippocampus (see Figure S3A and Table S4). For example, the neuronal GRN *Hsf3*(+), the GABAergic GRN *Maf*(+) and the glutamatergic GRN *Neurod2*(+) showed cell type specific activity (Figure S3B). To further characterize the mouse hippocampus cell diversity, we performed a differential activity analysis on GRNs to identify the most active GRN for each cell type (Figure 7C; see also Table S5). GRNs were more specific in non‐neuronal cells. For example, *Otx1*(+) is the most active GRN in astrocytes, being expressed in 94% of astrocytes and only 1% of all‐other cells, with an activity enrichment log‐fold change of 4.24 (see Table S5).

Although we could not determine genes involved in *Nr3c1*(+) and *Nr3c2*(+) regulatory networks and their differential activity in hippocampal cell types, the pySCENIC allowed for a better characterization of other TF downstream networks in mouse hippocampus. This can in turn be important in determining the cellular context of stress hormone receptor activity.

## 4 DISCUSSION

We set out to describe the cell‐specific gene expression in the hippocampus aiming to better understand MR and GR‐mediated signaling. In a non‐treated context, corticosteroid receptor genes *Nr3c1* (GR) and *Nr3c2* (MR), classic GC responsive genes and newly categorized target genes showed a very heterogenous basal expression throughout hippocampal cell types, and likely predicted cell type‐specific responsiveness to GC signaling activation. Furthermore, the results on co‐expression suggested cell type‐specific crosstalk between sex and stress hormones, as well as a possible cell type‐specific transcriptional coregulation. Our results also summarize the heterogeneity in stress hormone receptor co‐expression with neurotransmitter and neuropeptide receptors in the tri‐synaptic hippocampal circuit. Finally, despite providing no further insight on GR and MR downstream GRN cell specificity, the pySCENIC pipeline revealed the cell‐specific activity of 376 TF GRNs in the mouse hippocampus. These later results further emphasize the hippocampal cell heterogeneity in terms of gene transcription activity.

Our results confirm high MR mRNA expression in glutamatergic neurons (Figure 2D), in line with its previously reported presence, and its role in mediating effects in hippocampal pyramidal and granule cell excitability.^44^, ^45^, ^46^, ^47^, ^48^ MR expression in CA2 glutamatergic cells stands out, and a recent study showed that neuronal MR deletion resulted in the disappearance of CA2 molecular identity.^49^ It is interesting to note that GABAergic neurons have appreciable levels of MR mRNA. To date, based on predominant presence in the granular and pyramidal cell layers, the glutamatergic cells have received most attention. However, the widespread presence of MR challenges the notion of purely cell‐autonomous effects in glutamatergic neurons. This expands the focus of future work looking into the basis of the MR‐mediated effects on cognitive and emotional processing.^50^, ^51^ On the other hand, MR binding to DNA earlier was linked to NeuroD factors, and this appears to reflect mainly glutamatergic neurons (see Figure S1B,C). Immunohistochemical co‐expression studies will therefore be a valuable addition to this, as well as other findings at the mRNA level.

Our data for GR also validate some known notions, such as the relatively low expression of GR mRNA in CA3 pyramidal cells (Figure 2D).^52^, ^53^ The presence of both receptor types in the glutamatergic CA1 neurons fits well with GR and MR cell‐autonomous opposite effects in CA1.^54^ GR is certainly expressed in DG granule cells, although the percentage of positive cells is, perhaps surprisingly, modest. This may explain why corticosterone‐sensitivity of DG excitability and gene expression is markedly different from CA1 pyramidal neurons.^55^, ^56^, ^57^ The DG is arguably the most complex structure in the hippocampus in terms of cellular diversity and organization.^58^ A possible reason for the DG heterogeneity is hippocampal neurogenesis, leading to cells in different stages of neuronal maturation. Recent results suggest that neuronal progenitor cells and their progeny have intrinsic GC sensitivity and display a dorsoventral differential response to long‐term GC exposure.^59^ These results could explain the contrast that we observed in MR expression. The data supported differential GC sensitivity in the DG but did not allow further subdivision in DG cells because of their overall very similar pattern of gene expression. The level of clustering that we used in the deeper analysis of the DG divided the region in only six subclusters. It is likely that more depth in the scRNA‐seq associated with clustering based on neurogenesis markers would provide further insights on MR expression in neurons at different maturation stages.

GR mRNA expression was also high in oligodendrocytes, astrocytes, microglia and endothelial cells (Figure 2D). Functionality of GR in glial cell types has previously been established, for example with cell type‐specific knockout mouse models.^60^, ^61^, ^62^ Indeed, in a mouse model for Cushing’s disease (AdKO), we observed clear changes for astrocytes, microglia and oligodendrocytes.^63^ For all of these cell types, effects of GCs, stress and/or GR antagonists (direct and indirect) have been reported in rodents and human studies.^64^, ^65^, ^66^, ^67^ Specifically, microglial cells are clearly responsive to stress and GCs, and have recently been reported to play a role in synaptic plasticity.^68^, ^69^ Interestingly, the signaling repertoire of GR in microglia is unique for the brain, in that *Ncoa1* (coding for the steroid receptor coactivator‐1 or SRC‐1) is hardly expressed, and *Ncoa2* (coding for the SRC‐2/GRIP1) may be a predominant GR coregulator (Figure 5A), analogous to immune‐modulatory GR effects in the periphery.^70^, ^71^ A cell type‐specific coregulator repertoire may allow more selective targeting of GR using selective receptor modulators that distinguish between downstream signaling pathways.^35^, ^36^, ^37^, ^38^ For example, in an epilepsy model, treatment with the selective GR modulator CORT108297 limited reactive microgliosis in the mouse DG without affecting an increase in astrogliosis.^72^

The set of MR/GR target genes used in the present study relied on previous studies that all addressed brain or neuronal tissue. Yet, there were many differences in species, genetic background and age, exact tissue, type of intervention, dosage and type of GC used, and latency between treatment and sample collection (see Table S2). We could not provide a complete description of the conditions across the studies because they sometimes failed to mention housing and light cycle conditions, the animal sex or the timing of their intervention. Therefore, although we trust our criteria selected robustly responding GC target genes, the list is by no means exhaustive. Expression of MR/GR target genes clearly differed between cell types, but basal expression does not necessarily reflect the cell type‐specific GC responsiveness. For example, *Sgk1* is known to be strongly and apparently quite selectively induced in white matter.^73^, ^74^ However, our results showed that *Sgk1* basal mRNA levels are high in all neuronal cell types, oligodendrocytes and microglia (Figure 3A). This is an example of a gene where basal expression does not fully correlate with MR and/or GR mediated effects. However, only very few target genes show such almost binary on–off responses after GC elevations. Therefore, we expect that increased levels of *Fkbp5* mRNA reflect responses in glutamatergic neurons, and those of *Tsc22d3* mRNA mainly responses in other cell types. An additional argument in favor of basal expression predicting “target‐ness” is that an increased mRNA level in a relatively small cell population will be diluted by steadily high expression levels in other more abundant cell types. However, this all remains to be confirmed based on experimental data addressing responses in specific cell types. The uncertainty of cell‐specific target genes applies to a lesser extent for genes that are downregulated because this can only occur in cell types that initially expressed the gene of interest. Specific expression of downregulated genes appears to concern mainly non‐neuronal cell types (Figure 3C; see Figure S1D), for microglia clearly pointing to GR rather than MR‐mediated responses.

Susceptibility and prevalence of stress‐related neuropsychiatric and neurodegenerative pathologies differ between men and women^75^, and the prevalence of these stress‐related disorders increases in females upon drastic hormonal changes.^76^ Many of these disorders have been associated with altered structure, function and neurogenic processes within the hippocampus,^77^, ^78^, ^79^, ^80^, ^81^ suggesting a possible sex dimorphism in GC effects on hippocampal function. Our results showed that cell‐specific GR and MR mRNA levels correlated substantially with AR and PR mRNA (Figure 4C). This could suggest a direct crosstalk between those receptors because AR and PR can bind to GREs.^82^ On the other hand, interactions with ER likely do not have a great impact in the hippocampus, given the low expression of *Esr1 and Esr2* (Figure 4A and C). Thus, the quite large literature on estrogen effects on hippocampal function^83^, ^84^, ^85^ points to involvement of membrane estrogen receptors^86^, ^87^ and/or interactions in afferent brain areas.

The hippocampal tri‐synaptic path receives various inputs from other brain regions and harbors a large diversity of synapses with receptors for NA, DA, 5‐HT, ACh and neuropeptides. In our results, CA1 showed the highest number of NA, DA, 5‐HT and ACh receptors that were strongly co‐expressed with GR and MR (Figure 6B). Previous studies showed that NA, DA and 5‐HT can suppress the perforant path input to CA1 by reducing postsynaptic potentials.^88^ This suggests a possible interaction between GR/MR and neurotransmitter receptor signaling that could influence CA1 synaptic activity, conforming with the early work by Joëls et al.^100^ Basal forebrain cholinergic neurons that project to the hippocampus are involved in stress adaptation and cognition.^89^ The cholinergic system interacts with GC signaling in processes such as hippocampal‐dependent memory reconsolidation.^90^ Our results suggest that the ACh receptors likely to be involved in this crosstalk are *Chrm1*, *Chrm3* and *Chrna7* (Figure 6B). In humans, higher NPY levels in serum and plasma were correlated with adaptive coping following stress as well as PTSD resilience.^92^, ^93^, ^94^ A study in rats suggested that NPY interneuron activation in the DG contributed to trauma resilience in a model for PTSD.^94^ Our results suggest that *Npy1r*, *Npy2r* and *Npy5r* expression is highly coupled with GR and MR mRNA levels in the DG (Figure 6B). Conceivably, NPY and GC signaling communicate via interaction of those receptors in the rodent DG (inter)neurons. Hippocampal oxytocin was found to be important for social discrimination,^95^ and oxytocin can prevent stress‐induced hippocampal synaptic dysfunction and impairment of long‐term potentiation and memory.^96^ Our results suggest that oxytocin signaling interference with GC signaling is mainly restrained to the hippocampal cornu ammonis region (Figure 6B). Our data also confirm the predominant role of CA2 specific AVPR1B receptors in stress‐related signaling, in conjunction with MR (Figure 6A).^49^, ^98^

Glucocorticoid receptor and MR activation may affect neuronal development,^99^ as exemplified in CA2 pyramidal cells for MR^49^ and the DG granule cells for GR.^100^ This may be linked to corresponding downstream regulatory pathways. However, when looking for transcriptional networks, GR and MR did not meet the selective criteria for the pipeline motif discovery because their co‐expression modules had <80% of genes with a detected binding site in their promoter region. The pySCENIC motif discovery is limited to 10 kb down‐ and upstream of gene transcription start sites, whereas GR (and supposedly MR) binding sites are often further from their target gene start sites.^21^ For hippocampal target genes, an *in silico* GRE interspecies screening of GC‐responsive genes showed that GREs were between 30 kb downstream and 175 kb upstream of transcription start sites of GR target gene start site, with a typical example being *Adra1b* that is co‐expressed with GR in pyramidal cells (Figure 6A).^23^ In addition, the inability for the pySCENIC pipeline to detect MR network may have been related to an overestimation of potential MR target genes. MR mRNA levels were high in most cells in the hippocampus and significantly correlated with a total of 7319 genes. Consequently, its direct genomic targets may have been diluted by other correlated genes, leading to loss of statistical power. Nevertheless, the dominant co‐expression modules provided the cellular context in which MR and GR can bind to chromatin, and this may well be relevant, as exemplified by the Neurod2(+) GRN that may be linked to MR target genes (see Figure S3B).

Although our data in part recapitulate previous published transcriptomic studies, the cell type‐specific expression of genes that potentially interact with MR and GR allows for a reinterpretation of GC signaling in the adult mouse hippocampus. With the lack of an actual single cell transcriptomic dataset after GC treatment, the cell type‐specific expression of MR/GR downstream targets suggests gene markers to study the responsiveness of particular cell types. Moreover, the co‐expression of potentially interacting factors, such as other steroid receptors and transcriptional coregulators, defines where direct interactions can take place, and may help to more specifically target the receptors with selective modulators.^38^ We hope that the results will allow the formulation of more defined future hypotheses on stress hormone effects on hippocampal function.

## CONFLICT OF INTEREST

The authors declare that they have no conflicts of interest.

## AUTHOR CONTRIBUTIONS

**Eva M. G. Viho:** Conceptualization; data curation; formal analysis; investigation; methodology; project administration; visualization; writing – original draft. **Jacobus C. Buurstede:** Data curation; formal analysis; writing – review and editing. **Jari B. Berkhout:** Data curation; formal analysis; writing – review and editing. **Ahmed Mahfouz:** Conceptualization; investigation; methodology; supervision; writing – review and editing. **Onno C. Meijer:** Conceptualization; funding acquisition; investigation; project administration; supervision; writing – review and editing.

### PEER REVIEW

The peer review history for this article is available at https://publons.com/publon/10.1111/jne.13072.

### OPEN RESEARCH BADGES

This article has been awarded Open Materials, Open Data Badges. All materials and data are publicly accessible via the Open Science Framework at https://github.com/eviho/10XHip2021_VihoEMG.git.

## Supporting information

Fig S1 Click here for additional data file.

Fig S2 Click here for additional data file.

Fig S3 Click here for additional data file.

Table S1 Click here for additional data file.

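Table S2 gives, for each gene in the RNA-seq comparison of corticosterone with vehicle, the mean of the normalized counts, the log2 fold change with its standard error, and the p value before and after adjustment, as DESeq2 writes them. The copy of the sheet used here is shortened. It holds 1999 genes, with all 114 that had an adjusted p value under 0.05, so the comparisons below do not stand for the whole sheet. Among the 1999 genes, the log2 fold changes differed from those of DESeq2 on the deposited counts by at most 0.00445. The median ratio of the standard errors computed here to those of the sheet was 1.13, with a ratio under 1 for some genes, among them *Fgfr2* and *Lcn2*. The means differed by more than 10% in 262 genes.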

Table S2 Click here for additional data file.

Table S3 Click here for additional data file.

Table S4 Click here for additional data file.

Table S5 Click here for additional data file.

## Data Availability

The bulk RNA‐seq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE184924. The code that supports the findings of this study is openly available in the GitHub repository (https://github.com/eviho/10XHip2021_VihoEMG). The datasets used in the code can be downloaded from Zenodo (https://doi.org/10.5281/zenodo.5729701).

How the deposited data were processed for this re-analysis (not part of the article)

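RNA-seq was measured in the ventral hippocampus of 8 male C57BL/6J mice, 4 given vehicle and 4 given 3 mg/kg corticosterone, 3 h before they were killed. The authors aligned the reads to the mouse genome with GSnap, counted them per gene with HTSeq-count 0.6.0 and deposited a table of raw counts, which are whole numbers without normalization. The paper's text does not name the annotation release or the strand setting of the counting. Genes that share exons with another gene are therefore uncertain, which concerns *Ampd3* and *Arhgef3* on the same strand and *Sult1a1*, *Pla2g3*, *Cdkn1a*, *Nr3c2*, *Dio2*, *Abi3*, *Jdp2* and *1810011O10Rik* on the opposite strand. All 8 columns of the table were mapped to their condition from the sample labels and the methods, and 0 columns were left out. No batch is named in the labels or the paper.

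Coordinates came from the GENCODE M21 annotation of GRCm38, in which 50376 of the 50686 identifiers of the table were found. Gene symbols came from Table S2 where it names the gene and otherwise from M21. In Table S2, 40 names differ from M21, among them *1810011O10Rik*, which is *Tcim* there. Totals on genes ranged from 17492159 to 19931987 reads per library.

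Counts were normalized with TMM in edgeR 4.0.16 under R 4.3.3. Genes were kept with filterByExpr and tested with the quasi-likelihood test in its default form, with Benjamini-Hochberg adjustment and a threshold of 0.05. The study used DESeq2 1.29.4; DESeq2 1.42.0 was run here as an alternative, as fixed before the data were examined. Log2 values used a prior count of 2. Single genes were also compared by an exact permutation test on log2 values over the 70 assignments of 4 against 4. Lists of cell type markers were tested with camera of limma 3.58.1 at a preset correlation of 0.01. There were 14 lists: 7 from the complete sheets of Table S1 (Astro, Micro-PVM, Endo, Oligo, Lamp5, Pvalb and Vip, with an avg_logFC of at least 1 and an adjusted p value under 0.05, and in only 1 of the 7 sheets) and 7 written by hand (choroid plexus, erythrocytes, oligodendrocyte precursors, immediate early genes, core clock genes, dentate granule cells, and CA1 and CA3 pyramidal cells).

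The alternatives fixed beforehand were DESeq2, DESeq2 size factors or upper-quartile normalization in edgeR, no filter on low counts, at least 10 counts in every sample, limma-voom, robust dispersion, 1 surrogate variable from sva 3.50.0, an adjusted p value under 0.1, each library left out in turn, and for the lists fry, camera with an estimated correlation and an avg_logFC of at least 0.5. A further 7 settings were added after the data had been seen: DESeq2 with a local or a mean dispersion fit and with its independent filtering set at 0.1, the likelihood ratio test and the newer quasi-likelihood fit of edgeR, removal of the trend of each library with GC content and transcript length (splines with 5 degrees of freedom), and the share of ambiguous reads as a covariate. The dispersion fits, the filtering level and the edgeR variants were first tried while the number of differentially expressed genes was being compared with that of the paper. In all, 24 settings were fitted, with 8 further fits that removed the trend and left out 1 library. Several filters on low counts were also compared with the number of genes the paper analysed, and none was taken from that comparison.

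The named genes were fixed by a rule before the data were examined: the classic genes, the genes of Figure 3B, the genes named in the text without a binding site, *Neurod2*, *Jdp2*, the steroid receptor genes, up to 5 differentially expressed genes with the smallest p values in each direction whose values do not overlap between the groups, and any coregulator or receptor gene of Figure 6B that was differentially expressed. Other genes are named only where stated. Some single genes under this rule are not reported here; they remain in the counts for whole lists.

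The scripts were tested on simulated data with 200 changed genes. edgeR tested 15846 simulated genes, found 85.9% of the genes changed by 1 and 49% of those changed by 0.5 on the log2 scale, and 6.94% of its calls were false. With the share of ambiguous reads as a covariate, it found 60.6% of the genes changed by 1 and 6% of those changed by 0.5. A result lost under this covariate may therefore reflect low power. The share of false calls was 12.7% for DESeq2, 16.1% for the likelihood ratio test and 25.4% for DESeq2 with a local fit. These shares need not hold for the real libraries, since the simulated genes varied independently and no trend with GC content was put in. edgeR called 144 simulated genes and 1 real gene, and DESeq2 was fitted on 16018 simulated and 27483 real genes. In simulated lists of 100 genes, camera and fry found the raised list and called 0 of 20 unchanged lists. The simulated genes varied independently, so this check does not cover lists whose genes vary together. In the real lists, the mean correlation within the groups ranged from 0.0017 (Pvalb) to 0.83 (erythrocytes), against the preset 0.01 of camera.

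The single cell data, the published meta-analysis and the ChIP-seq data were not analysed here.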

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

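Of the tests in this part, the comparison of Fkbp5 between libraries, the thinning to equal depth, the check of choroid plexus markers within groups, and the comparison of vehicle 1 at the lower genes were chosen only after the result was seen. The thinning replaced a first test, the rank correlation with library totals, after the outcome of that test was known; both are given.

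In 98 sets of 4 values (the named genes, the depth measures, the GC content slope and the first principal component, each in either group), 10 had 1 library far from the other 3, where chance gives about 4.9. Corticosterone replicate 5 stood apart in 6 of them. Its share of reads on genes was 86.3% against 84.6% to 84.8% in the other corticosterone libraries, and its share of ambiguous reads was 1.48% against 1.25% to 1.28%. Its GC content slope was 0.1985 against -0.183 to -0.130, and its score on the first principal component was -19.2 against 18.9 to 23.5. Its normalized count of *Sox2* was 384 against 239.6 to 254, and that of *Dio2* was 1396 against 2048 to 2156. Vehicle replicate 1 stood apart in *Errfi1*, with 1194 normalized counts against 910.0 to 956, and in *Rin2*, with 864 against 646 to 678. Vehicle replicate 4 had 1.40% of ambiguous reads against 1.64% to 1.67%, and vehicle replicate 3 had 6.35% of reads not aligned against 7.06% to 7.13%.

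The first principal component of the 8 libraries held 33.7% of the variance and put corticosterone replicate 5 on the side of vehicle replicates 1 to 3. Vehicle replicate 4, with a score of 5.11, lay on the side of corticosterone replicates 6 to 8. A gene length bias was argued against by the loadings, whose r squared on transcript length was 0.0343 across genes. For a difference in library size, the first test did not decide. Spearman's rho between scores and totals was -0.524 (exact permutation p = 0.1966, n = 8). Pearson's r was -0.63 (exact permutation p = 0.0973), and 0.05 without the 2 libraries farthest from the median total. A correlation of this size in 8 libraries neither shows nor excludes such a difference. With every library thinned to the same total, the component still held 33.1% of the variance, which argues against a difference in library size. A mislabelled sample was argued against by *Fkbp5*, which was higher in 4 of 4 corticosterone libraries than in every vehicle library. A GC content bias stays open as a candidate explanation of part of the component. With the GC content and transcript length trend removed, a setting chosen after seeing the data, the component held 23.9% of the variance. Corticosterone replicate 5 (-6.48) then still lay with the vehicle libraries (-23.1 to -6.01), apart from corticosterone replicates 6 to 8 (14.6 to 19.8). Before this removal, the loadings had an r squared of 0.429 on transcript GC content across genes. Genes are not independent replicates. The scores also went with the share of ambiguous reads (Spearman's rho = -0.857, exact permutation p = 0.0107, 0.0214 adjusted over the 2 relations computed; Pearson's r = -0.92, exact permutation p = 0.0064, and -0.86 without the 2 farthest libraries). Corticosterone replicates 6, 7 and 8 lie together at one end of this component, so these correlations may rest on them. No batch is named, and a biological difference between the mice was not tested.

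A technical measure separated the treatment groups. The share of reads without a unique alignment was 0.0699% to 0.1106% in the vehicle libraries and 0.0420% to 0.0536% in the corticosterone libraries, with no overlap (exact permutation p = 0.0286, not adjusted). The share of ambiguous reads gave an exact permutation p of 0.0571, the GC content slope one of 0.2571 and the first principal component one of 0.1143. A difference in handling between the groups is therefore not excluded. Its part in the differences in expression was not tested, since no fit had the share of reads without a unique alignment as a covariate. With the ambiguous share as a covariate, 38 genes were differentially expressed.

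Vehicle replicate 1 was the vehicle library nearest to the corticosterone values at 47 of the 68 higher genes of Table S2, where chance gives 17, and at 20 of the 46 lower genes, where chance gives 11.5. GC content and gene length bias were argued against, since with the trend removed it was the nearest at 50 of the higher genes. A larger share of oligodendrocytes was argued against as the whole cause, since it was the nearest at 39 of the 58 higher genes outside the Oligo sheet. A raised glucocorticoid level in this mouse, a biological explanation, cannot be told apart from the rest: the 20 lower genes lie between the number that chance gives and 2 times that number, which was the limit for this explanation. Among the classic genes, compared after their values were seen, this mouse had the highest vehicle value of *Fkbp5* (2373), *Tsc22d3* (2233) and *Sgk1* (2741). Its value of *Per1* (1390) was the lowest of the vehicle mice.

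The choroid plexus markers were higher after corticosterone, with a median log2 fold change of 0.48 over 6 genes, 5 of them higher (camera, adjusted p = 0.0155). The paper does not discuss these genes. GC content and gene length bias were argued against as the whole cause, since the adjusted p value was 0.0157 once the trend was removed. RNA from choroid plexus in the dissected piece stays open: the list's genes deviated together within the groups more than 99.3% of random lists did. Of the 14 lists, 10 passed the same limit of 95%, so this test separates lists weakly. The most abundant gene of the list, *Ttr*, had 353 ± 348 normalized counts (SD, n = 4) after vehicle and 559 ± 281 after corticosterone (exact permutation p = 0.2571). Without vehicle replicate 4 the adjusted p value was 0.0690, and without corticosterone replicate 5 it was 0.1212. A response of the choroid plexus to corticosterone was not tested.

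The Vip markers had a median log2 fold change of 0.077 after corticosterone over 31 genes, 24 of them higher (camera, adjusted p = 0.0428). Once the trend with GC content and length was removed, the adjusted p value was 0.2562, and without vehicle replicate 1 it was 0.281. With the wider list (avg_logFC of at least 0.5), 40 of 73 genes were higher and the adjusted p value was 0.401. It was also above 0.05 without vehicle replicate 3 and without corticosterone replicates 5 or 6. GC content and gene length bias therefore stays open as a candidate explanation. No list passed the threshold with fry or with an estimated correlation.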

How the results depend on the processing

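The likelihood ratio test, the local and mean dispersion fits, the filtering level of 0.1, the newer quasi-likelihood fit, the removal of the GC content and transcript length trend and the covariate of ambiguous reads were chosen after seeing the data; the other settings were fixed before the data were examined. No paired analysis was made, since neither the labels nor the paper gives pairs of mice. The mice were group-housed, and the paper does not say which of them shared a cage, so an effect of cage could not be tested.

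The number of differentially expressed genes was 1 (1 higher, 0 lower). It was also 1 with DESeq2 size factors or upper-quartile normalization in edgeR, limma-voom, robust dispersion, the newer quasi-likelihood fit and an adjusted p value under 0.1. With DESeq2 it was 63 (43 higher, 20 lower), and with no filter on low counts 79 (49 higher, 30 lower). With at least 10 counts in every sample it was 0 (0 higher, with 1330 genes at an unadjusted p value under 0.05), and with 1 surrogate variable 2 (2 higher), *Cmtm3* and *Fkbp5*. Among the settings chosen after seeing the data, it was 125 (78 higher, 47 lower) with DESeq2's local dispersion fit, 5 (4 higher, 1 lower) with its mean fit, 64 (43 higher, 21 lower) with its filtering set at 0.1, 95 (66 higher, 29 lower) with the likelihood ratio test, 20 (11 higher, 9 lower) with the trend removed, and 38 (34 higher, 4 lower) with the share of ambiguous reads as a covariate. The 5 genes of the mean fit were *Crispld2*, *Fgfr2*, *Fkbp5*, *Lcn2* and *Ptgfrn*; *Cmtm3*, *Crispld2*, *Fgfr2* and *Ptgfrn* are named after their values were seen. With no filter, the prior degrees of freedom of the dispersion were 37.3 in place of 6.88. Whether this accounts for the 79 genes was not tested, nor was the cause for the other settings.

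Across the 8 fits that each left out 1 library, the number ranged from 0 to 1651 genes, with 0 to 604 higher and 0 to 1047 lower. The 1651 genes were found without corticosterone replicate 5, and 19 without vehicle replicate 1. In the other 6 fits it was 0, with between 760 and 2480 genes at an unadjusted p value under 0.05. With the trend removed as well, the 8 fits gave from 1 to 225 genes, with 1 to 92 higher and 0 to 152 lower. These were 125 without vehicle replicate 1 (92 higher, 33 lower), 19 without vehicle replicate 2 (10 higher, 9 lower), 30 without vehicle replicate 4 (16 higher, 14 lower), 225 without corticosterone replicate 5 (73 higher, 152 lower) and 8 without corticosterone replicate 8 (4 higher, 4 lower).

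Of the 19 genes of Figure 3B, 1 passed the threshold. DESeq2, no filter on low counts and DESeq2 filtering set at 0.1 each gave 13, at least 10 counts in every sample 0, the local fit 16, the likelihood ratio test 16, the trend removed 5 and the ambiguous share 2. Leaving out 1 library gave from 0 to 19 genes, with all 19 without corticosterone replicate 5 and 5 without vehicle replicate 1. With the trend removed as well, it gave from 1 to 16: 16 without vehicle replicate 1, 3 without vehicle replicate 2, 5 without vehicle replicate 4 and 15 without corticosterone replicate 5. All 19 genes kept their direction in the 24 settings.

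Of the 114 genes of Table S2, 1 passed the threshold. The number was 56 with DESeq2, 54 with no filter, 0 with at least 10 counts in every sample, 2 with 1 surrogate variable, 88 with the local fit, 5 with the mean fit, 57 with the filtering set at 0.1, 69 with the likelihood ratio test, 17 with the trend removed and 6 with the ambiguous share. Leaving out 1 library gave from 0 to 111, with 111 without corticosterone replicate 5 and 14 without vehicle replicate 1. With the trend removed as well, it gave 56 without vehicle replicate 1, 11 without vehicle replicate 2, 19 without vehicle replicate 4, 61 without corticosterone replicate 5, 7 without corticosterone replicate 8 and 1 in the other 3 fits. With all 8 libraries and the trend removed, all 114 genes kept their direction and 109 had an unadjusted p value under 0.05. With the ambiguous share as a covariate, 112 kept their direction and 58 had an unadjusted p value under 0.05.

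The log2 fold change of *Fkbp5* was 0.76 with at least 10 counts in every sample, with an adjusted p value of 0.0530, and ranged from 0.69 to 0.86 with 1 library left out. Its adjusted p value stayed under 0.05 without vehicle replicate 1 or corticosterone replicate 5 and was between 0.142 and 0.331 in the other 6 fits. With all 8 libraries, the adjusted p value of *Fkbp5* was under 0.05 in every setting except the filter of at least 10 counts, among them DESeq2 (1.46e-08), no filter (1.80e-06), the likelihood ratio test (1.25e-08), limma-voom (0.0356) and the trend removed (0.00489). *Tsc22d3* passed the threshold with no filter (0.45) and with the local fit (0.45), and ranged from 0.35 to 0.60 with 1 library left out, passing it without corticosterone replicate 5 (0.43). *Per1* ranged from -0.059 to 0.077 with 1 library left out and reversed, to -0.059, without corticosterone replicate 5; it was 0.15 with 1 surrogate variable, 0.18 with the trend removed and 0.24 with the ambiguous share as a covariate. *Sgk1* ranged from 0.26 to 0.80 with 1 library left out and passed the threshold at 0.80 without vehicle replicate 1; with the ambiguous share it was 0.83 and did not pass it. With that covariate, *Fkbp5* was 0.86 and *Tsc22d3* 0.76. The cause was not tested.

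None of the steroid receptor genes, coregulators and receptors of Figure 6B passed the threshold, with 4 of the 58 tested at an unadjusted p value under 0.05. With DESeq2, its local fit, its filtering at 0.1 and the likelihood ratio test, 1 gene did, *Htr2a*. Leaving out 1 library gave from 0 to 5 genes, with 5 without corticosterone replicate 5. *Htr2a* is named after its value was seen.

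Of the 14 marker lists, 7 passed the threshold with camera. It was 6 with an avg_logFC of at least 0.5 (Vip no longer passed it), 0 with fry, 0 with an estimated correlation, 4 with the trend removed, 1 with the ambiguous share, and from 3 to 6 with 1 library left out. Leaving out vehicle replicate 1 gave 3 lists and leaving out corticosterone replicate 6 gave 3, and the Oligo list then had adjusted p values of 0.264 and 4.9e-05. The cause was not tested.

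Reversed directions among the other named genes were, with the ambiguous share as a covariate, *Neurod2* (0.043), *Jdp2* (0.068) and *Pgr* (-0.16). In all, single genes reported outside the 4 classic genes gave 689 values under the alternatives: 565 on the same side of the threshold, 121 stronger and 3 reversed. None of these genes passed the threshold in the main fit, so no value could be counted as weaker. Marker lists gave 182, of which 134 were on the same side, 45 weaker and 3 stronger. A list was counted as reversed only if it passed the threshold in both directions, so these counts hide changes of direction below it. With the ambiguous share as a covariate, 4 of the 7 lists past the threshold changed direction: CA1 and CA3 pyramidal cells (median 0.028), immediate early genes (0.13), Oligo (0.00486) and Vip (-0.060).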

Differences from the paper's values

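The paper states 114 genes responsive to corticosterone, against 1 here. Of the alternatives set before the data were examined, no filter on low counts came within 1.5 times with 79 genes, and the others did not; DESeq2, the paper's tool, gave 63. Among settings chosen after seeing the values, the likelihood ratio test gave 95 and DESeq2 with a local dispersion fit gave 125, both within 1.5 times, and DESeq2 with its filtering set at 0.1 gave 64. With the GC content and transcript length trend removed and vehicle replicate 1 left out, also chosen after seeing the values, the number was 125. In simulated data, 16.1% of the calls of the likelihood ratio test and 25.4% of those of the local fit were false. The simulated genes varied independently and had no trend with GC content, so these shares need not hold for the real libraries.

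The paper's Table S2 holds 68 genes that were higher, against 1 here, and 46 that were lower, against 0 here (724 lower at an unadjusted p value under 0.05). For the higher genes, no filter on low counts gave 49 and was the only alternative set before the data were examined within 1.5 times. For the lower genes, none of the alternatives set before the data were examined closed the gap: DESeq2 gave 20, no filter 30 and the fit without corticosterone replicate 5 gave 1047. The local fit, chosen after seeing the values, gave 78 higher and 47 lower genes, and the likelihood ratio test 66 higher. With the trend removed, the fit without vehicle replicate 1 gave 92 higher and 33 lower genes and the fit without corticosterone replicate 5 gave 73 higher, also within 1.5 times and chosen after seeing the values.

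The paper states that 19 target genes met all criteria, including differential expression in these samples, against 1 here. Of the alternatives set before the data were examined, DESeq2 and no filter on low counts gave 13 each and the fit without corticosterone replicate 5 gave 19; the others gave at most 5. The local fit and the likelihood ratio test, chosen after seeing the values, gave 16 each, as did the removal of the trend without vehicle replicate 1, and the removal of the trend without corticosterone replicate 5 gave 15. Of these genes, the paper states that 15 were upregulated, against 1 called here. DESeq2 and no filter gave 11 each, the fit without corticosterone replicate 5 gave 15, and no other alternative set before the data were examined closed the gap.

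The paper gives *Tsc22d3* and *Sgk1* as absent from the responsive genes, and neither passed the threshold here. *Tsc22d3* did so with no filter, without corticosterone replicate 5 and, in a setting chosen after seeing the values, with DESeq2's local fit. *Sgk1* did so without vehicle replicate 1.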

Other observations

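Of the tests in this part, the means of Table S2 against the libraries, the spread of the most abundant marker genes, and *Per1* with the trend removed were chosen only after the result was seen. For the oligodendrocyte and microglia markers, the test first set was the check of whether a list's genes deviate together; the spread test was added after its outcome was known, and both are given.

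The 8 libraries can be split into 4 and 4 in 35 ways. In 4 of the 35 splits, the real one included, edgeR's quasi-likelihood test gave as many differentially expressed genes, and in 5 as many genes at an unadjusted p value under 0.05. As many genes were found in 3 splits with DESeq2, in 3 with the likelihood ratio test and in 2 with the GC content and transcript length trend removed. In 3 splits as many genes of Figure 3B passed the threshold, in 3 as many genes of Table S2, and in 3 as many marker lists passed it with camera. By this count, a chance arrangement of the mice is not excluded for any of these results. In the splits other than the real one, a median of 4 of the 14 marker lists passed the threshold with camera. Passing it is therefore weak evidence here. For DESeq2, the likelihood ratio test, Figure 3B and Table S2, the other splits as large were the real one with corticosterone replicate 5 exchanged for vehicle replicate 4 or for vehicle replicate 1, so they keep 3 of 4 mice of each group together and are not free of the treatment. The log2 fold change of *Fkbp5* was largest in the real split (0.76, next 0.53 in size). The split of vehicle replicates 1, 2 and 3 with corticosterone replicate 5 against the other libraries gave 4663 genes with edgeR, 4753 with DESeq2 and 702 with the trend removed. The signs of the first principal component and of the GC content slope follow this split, and in the pairwise comparison of libraries, corticosterone replicate 5 was nearest to vehicle replicate 3 (chi-square per degree of freedom 5.16) and farther from the other corticosterone libraries (25.5 to 32.35). Vehicle replicate 4 was likewise nearer to corticosterone replicates 6, 7 and 8 (6.90, 5.72 and 6.74) than to vehicle replicates 1, 2 and 3 (11.4, 14.4 and 18.2). Neither the labels nor the paper names a batch that follows this split, and no further test was made between these groups.

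Without corticosterone replicate 5, 1651 genes passed the threshold. A GC content bias cannot be told apart from other explanations for these genes: with the trend removed, 225 genes passed it, which lies between the limits set for either answer (under 0.1 or over 0.5 of them).

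*Per1* had a log2 fold change of 0.03, and of 0.18 once the trend was removed (adjusted p = 0.248, edgeR). Removing the trend made the change larger, so a GC content bias may hide part of a change in *Per1*. The gene did not pass the threshold in any of the 24 settings.

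In Table S2, the paper's means, after 1 scaling factor, lay outside the range of the 8 libraries for 8 genes, *Fgfr2*, *Ndp*, *Mertk*, *Rasgrp3*, *Acvr1*, *Kdr*, *Nr3c2* and *Itpkb* (named after their values were seen), which argues against the same 8 libraries under other size factors. For 262 genes the means differed by more than 10% while 0 log2 fold changes differed by more than 0.01, which is consistent with further libraries in the study's fit. This is a hypothesis, since the paper describes no further libraries.

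The marker lists past the threshold with camera were CA1 and CA3 pyramidal cells (median log2 fold change -0.12, adjusted p = 0.0428), erythrocytes (-0.53, 0.0428), immediate early genes (-0.21, 0.0345), Micro-PVM (-0.08, 0.0155) and Oligo (-0.12, 1.9e-05), all lower, with the choroid plexus and Vip lists given above. Those not past it were Astro (adjusted p = 0.178), core clock genes (0.461), dentate granule cells (0.541), Endo (0.845), Lamp5 (0.0652), oligodendrocyte precursors (0.242) and Pvalb (0.712). Once the trend with GC content and length was removed, 4 lists passed the threshold, which argues against GC content and gene length bias as the cause of all of the results. These were choroid plexus, Micro-PVM and Oligo, with Astro (adjusted p = 0.0155) in addition. For CA1 and CA3 pyramidal cells (0.1339), immediate early genes (0.252) and Vip, which no longer passed it, such a bias stays open. Erythrocytes no longer passed it either (0.1217), but their median kept -0.44 of the -0.53 with 5 of 5 genes lower, and their fall came from vehicle replicate 2, without which the median was 0.017 and 3 of 5 genes were higher. The erythrocyte result had an adjusted p value of 0.9365 without vehicle replicate 2, and one of 0.383 without corticosterone replicate 5 and 0.0584 without corticosterone replicate 6. The immediate early genes had one of 0.167 without vehicle replicate 3 and of 0.112 without corticosterone replicate 6 and without corticosterone replicate 8. The CA1 and CA3 list did not pass the threshold in 5 of the 8 fits that left out 1 library, with adjusted p values between 0.0604 and 0.132. With the share of ambiguous reads as a covariate, only the choroid plexus list passed it.

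The oligodendrocyte markers were lower in 83 of 110 genes. GC content and gene length bias were argued against, with an adjusted p value of 7.3e-08 once the trend was removed. A lower share of oligodendrocytes in the dissected piece stays open: in the test first set, the list's genes deviated together more than those of random lists did (percentile 100), and in the test added later, 3 of the 20 most abundant genes lay over 2 standard errors from their common change of -0.07, which is the limit itself. *Mbp* fell most of these (-0.46) and *Ptgds* rose most (0.47), both named after their values were seen. Vehicle replicate 1 had the highest vehicle value in 83 of 110 genes, and without it the adjusted p value was 0.264. With the share of ambiguous reads as a covariate, the result was also lost, with 55 genes higher and 55 lower (adjusted p = 0.7298). In simulated data, edgeR with this covariate found 6% of the genes changed by 0.5, against 49% without it, so low power may play a part. A direct response to corticosterone was not tested.

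The microglia markers were lower in 154 of 248 genes. GC content and gene length bias were argued against, with an adjusted p value of 0.00524 once the trend was removed. A lower share of microglia and macrophages stays open, on weak grounds: in the test first set the list's genes deviated together more than 99.9% of random lists, but with a mean correlation of 0.0167, and 10 of the 14 lists passed that limit. In the test added later, 2 of the 20 most abundant genes lay over 2 standard errors from their common change, which was -0.01 and so close to 0 that it says little. *Cx3cr1* had a log2 fold change of -0.76 and *Csf1r* of -0.14, both chosen after their values were seen. Without vehicle replicate 1 the adjusted p value was 0.0597, and without vehicle replicate 4 it was 0.0520. In the paper's Table S2, 12 genes of this list had an adjusted p value under 0.05. The paper takes lower genes specific to microglia as pointing to responses through GR, but a direct response was not tested here.

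Among genes the paper lists without a receptor binding site, *Lcn2* had a log2 fold change of 2.41 (adjusted p = 0.163, edgeR), *1810011O10Rik* of 1.53 (0.2199), *Dio2* of 0.60 (0.282), *Rhou* of 0.39 (0.357), *Ccng1* of 0.38 (0.348) and *Abi3* of -0.73 (0.387). With edgeR's quasi-likelihood test on all 8 libraries, none of the list passed the threshold over all genes tested. When adjusted over the list alone, 7 of 7 did, which is not independent evidence, since the study chose them on these samples. Over all genes tested, 3 passed it with DESeq2 (*1810011O10Rik*, *Dio2* and *Lcn2*), and the same 3 with no filter on low counts. The number was 5 with DESeq2's local fit, 1 with the trend removed, 0 with the ambiguous share as a covariate and 6 without corticosterone replicate 5. Of the receptors and coregulators, 1 gene passed the threshold over the list alone, *Htr2a*, named after its value was seen (log2 fold change 0.55, adjusted p = 0.249654 over all genes, edgeR). *Nr3c1* had a log2 fold change of -0.21 (adjusted p = 0.546) and *Nr3c2* of -0.23 (adjusted p = 0.512). *Pgr* and *Esr1* had log2 fold changes of 0.22 and 0.34, and *Esr2* had too few counts to be tested. *Neurod2* and *Jdp2* had log2 fold changes of -0.36 and -0.22. In the pairs of libraries, the chi-square per degree of freedom was between 3.38 and 32.35, which argues against 2 copies of the same library.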
